# Baseline mRNA expression differs widely between common laboratory strains of zebrafish

**DOI:** 10.1038/s41598-018-23129-4

**Published:** 2018-03-19

**Authors:** Lindsay A. Holden, Kim H. Brown

## Abstract

Common strains of wildtype zebrafish (*Danio rerio*) have unique genomic features including SNPs and CNV, but strain information often goes unreported in the literature. As a result, the confounding effects of interstrain variation makes repetition of studies in zebrafish challenging. Here we analyze hepatic mRNA expression patterns between three common zebrafish strains (AB, Tuebingen (TU), and WIK) using Agilent 4 × 44 K gene expression microarrays to establish baseline mRNA expression across strains and between sexes. We observed wide variation in sex-specific gene expression within AB and WIK strains (141 genes in AB and 67 genes in WIK), but no significant variation between sexes within TU. After partitioning the dataset into male and female subsets, we detected 421 unique mRNA transcripts with statistically significant differential expression; 269 mRNA transcripts varied between males, 212 mRNA transcripts varied between females, and 59 mRNA transcripts varied across the three strains, regardless of sex. It is not surprising that mRNA expression profiles differ between sexes and strains, but it is imperative to characterize the differences. These results highlight the complexity of variation within zebrafish and underscore the value of this model system as a valid representation of normal variation present in other species, including humans.

## Introduction

Laboratory strains of zebrafish (*Danio rerio*) have discrete genomic backgrounds; they clade out with very high bootstrap support by distinct SNPs^1^ and have unique sets of copy number variant genomic regions^2^. Because of these genomic traits, zebrafish strains may be able to serve as a proxy to incorporate genetic variation into study design, similar to our understanding of the genomic variation in distinct human populations^3^. The human 1000 Genomes Project found that many common genetic variants are shared across populations, but rarer variants are generally only shared by closely related populations^4^. Analogous to distinct human populations, zebrafish strains have unique origin stories and genetic isolation between strains is maintained by strict husbandry practices.

Commonly used zebrafish strains such as AB (ZFIN ID: ZDB-GENO-960809-7), Tuebingen (TU; ZFIN ID: ZDB-GENO-990623-3), and WIK (ZFIN ID: ZDB-GENO-010531-2) have well-documented histories (Fig. 1) and are easily obtainable for laboratory manipulations. The AB line began from unknown zebrafish source stocks bought from two pet shops (pet shop A and pet shop B) in Albany, Oregon in the early 1970s^5^. Haploid progeny from AB females were crossed with random AB males for approximately 70 generations until the early 1990s when six diploid progeny stocks (each from a distinct haploid female) were thoroughly intercrossed to produce the modern AB line (sometimes referred to as AB*). The current AB source stock is maintained through large group spawning crosses. The TU strain originated from a composite population of fish purchased from pet shops in 1994 and was maintained as an inbred strain in a lab in Tuebingen, Germany^6,7^. The WIK strain (“Wild India Kolkata”) originated from a single pair mating of wild caught fish in 1997^8^. The establishment and maintenance of these different strains has resulted in a similar observable phenotype.

**Figure 1:**
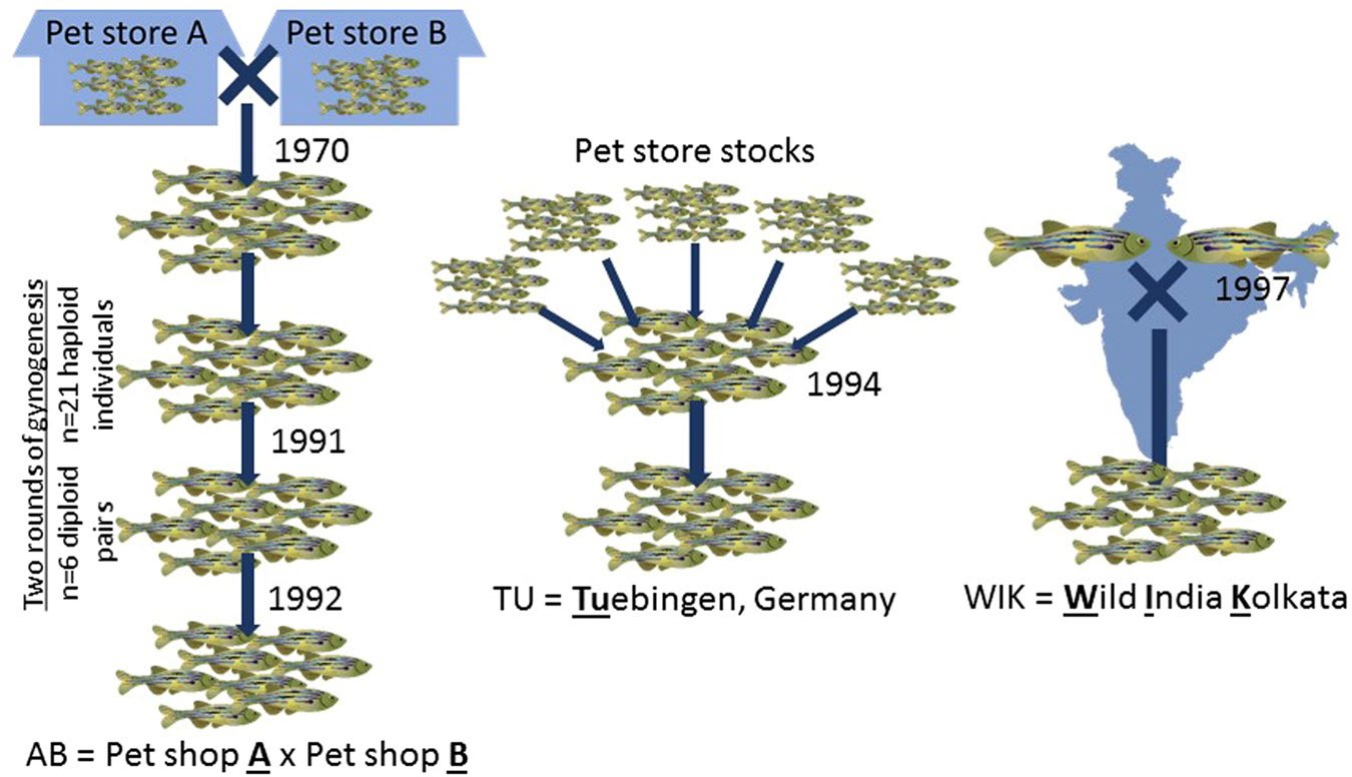
History of strain establishment for common laboratory strains of zebrafish. AB, TU, and WIK are three popular zebrafish strains used in genetic, developmental, and toxicological research with very different origin stories.

The high homology between humans and zebrafish—71% of human genes have at least one zebrafish ortholog and 69% of zebrafish genes have at least one human orthologs^9^—makes zebrafish an excellent model to study development, genetics, and toxicology. Unfortunately only 83% of transgenic and 46% of non-transgenic wild type strains of animal models are actually identified in the published literature^10^ indicating that strain-based genetic variation is largely overlooked or ignored. Behavioral traits associated with domestication in wild versus lab-reared zebrafish are associated with differential mRNA expression in the brain^11^, indicating that the genetic isolation and population bottleneck inherent during laboratory strain establishments of zebrafish can create distinct characteristics between strains. Sex is an additional factor that drives differential mRNA expression between strains, mostly associated with hormone biosynthesis^12^. The goal of this study is to identify baseline liver mRNA expression variation between different zebrafish strains and between sexes in support of the growing recognition of normal variation between strains and populations^13,14^ in an organismal and physiological context to support zebrafish as a strong model for translational research.

## Results

### mRNA expression profiles differ between sexes in two of three strains

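Liver RNA of 18 adult zebrafish was hybridized to one-colour Agilent arrays, 1 array per fish, with 3 males and 3 females of each of the AB, TU and WIK laboratory strains. Each array held 45220 features, of which 1417 were controls, and spots of the same probe were averaged to 43603 probes for 28404 transcript accessions. The authors deposited the intensity of every spot and of its local background as the scanner gave them, without normalization. They also deposited a table of log2 values that they had background-corrected, normalized and averaged to 1 value per accession. In the scanner's own comparison with the local background, the share of spots well above background was 57.9–60.9% in AB males (median 59.9%) and 51.5–55.6% in AB females (median 54.9%). It was 58.8–67.3% in TU males (median 63.3%), 46.3–63.9% in TU females (median 49.0%), 50.7–66.6% in WIK males (median 56.4%) and 44.9–58.2% in WIK females (median 49.4%). On the 18 arrays, 0 spots were saturated. Intensities were background-corrected with the normexp method (offset 50), which models signal and background together so that no value is negative. The 18 arrays were then quantile-normalized and put on the log2 scale. Sexes were compared within each strain and strains within each sex in separate limma fits, the strains with an F test over the 3 pairwise contrasts, and p-values were adjusted with the Benjamini-Hochberg method over all probes. Probes were called differentially expressed at an adjusted p of at most 0.05 and a 4-fold change, since the smallest absolute log2 fold changes in the paper's Supplementary Datasets 1 and 2 are 2.00 and 2.07. Each count was repeated at the 2-fold cutoff that the paper's text gives. For single genes, the adjusted p beside a strain's difference from the mean of the others is that of the F test. Where a probe was not well above background on any array of a group, its fold change is given as a lower bound. The bound is the mean of the brighter group against the mean over the arrays of the dimmer group of the higher of 2 values, the lowest signal among probes well above background and the probe's own signal. Within each strain, the male and the female with the same replicate number shared a slide and a scan, so the replicate number was also fitted as a block. With 3 arrays in each group, the number of arrays limits the precision of the values. A fit with 1 fish left out has fewer degrees of freedom, which can by itself raise its p-values.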

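In AB livers, 346 probes for 222 accessions differed between 3 males and 3 females, with a smallest adjusted p of 8.9e-05 (limma with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 7660 probes. At the 2-fold cutoff the count was 908, and with no fold cutoff, the alternative that moved it most, it was 1236. With the replicate number as a block, 144 probes were called, of which 130 were among the 346. Single fish moved the count, to 112 without AB female 2, 182 without AB female 1, 185 without AB female 3 and 198 without AB male 1. The highest count with a fish left out was 416, without AB male 3.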

Analysis of total hepatic mRNA expression arrays detected 149 probes representing 141 genes that are significantly different between AB males and females (Fig. 2A; Supplementary Dataset 1). Of these, 62 probes have a positive fold change indicating an increased expression of the transcript in males relative to females and 87 have a negative fold change indicating an increased expression of the transcript in females relative to males. 

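Of the probes called in AB, 125 had higher signal in males and 221 in females. On the scanner's own processed signal, scaled to the 75th percentile of each array, 425 were higher in males and 408 in females, and with the replicate block 37 were higher in males and 107 in females. The transcript NM_200235, to which the gene tables give no symbol, had the largest increase in males, with a log2 signal of 14.34 ± 0.46 (SD, n = 3) in males and 6.58 ± 0.46 (SD, n = 3) in females, where 2 of 3 arrays were well above background. Its log2 fold change was 7.76 (standard error 0.32, adjusted p = 0.00134 from limma with Benjamini-Hochberg adjustment), while its other probes changed by 2.24 to 2.83. The next largest increase in males was that of zgc:77439 at 6.03 (standard error 0.67, adjusted p = 0.0192 from the same limma fit), which was no longer past the threshold without AB female 2 (adjusted p = 0.0923) or with the replicate block (adjusted p = 0.0529). The largest decrease was at a probe of NM_001044897, an accession that the paper's lists name *vtg1*, with a log2 fold change of -10.80 (standard error 1.08, adjusted p = 0.0151 in limma). Without AB female 2 its adjusted p was 0.0853, and with the replicate block it was 0.0591.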

Gene ontology analysis of 117 gene IDs (82.98%) mapping to *Danio rerio* shows that differences between males and females in the AB strain occur largely at the endoplasmic reticulum membrane (6.40-fold enriched, q-value = 3.01 × 10^−3^). The biological processes of response to estradiol (87.14-fold enriched, q-value = 2.03 × 10^−2^), cellular response to estrogen stimulus (74.36-fold enriched, q-value = 1.00 × 10^−9^), lipid transport (22.49-fold enriched, q-value = 1.25 × 10^−9^), small molecule biosynthetic processes (10.46-fold enriched, q-value = 8.01 × 10^−4^), and monocarboxylic acid metabolic processes (7.88-fold enriched, q-value = 2.98 × 10^−2^) are statistically over-represented in the dataset and are largely driven by lipid transporter activity (29.05-fold enriched, q-value = 3.99 × 10^−10^) and oxidoreductase activity (4.79-fold enriched, q-value = 9.63 × 10^−4^).

**Figure 2:**
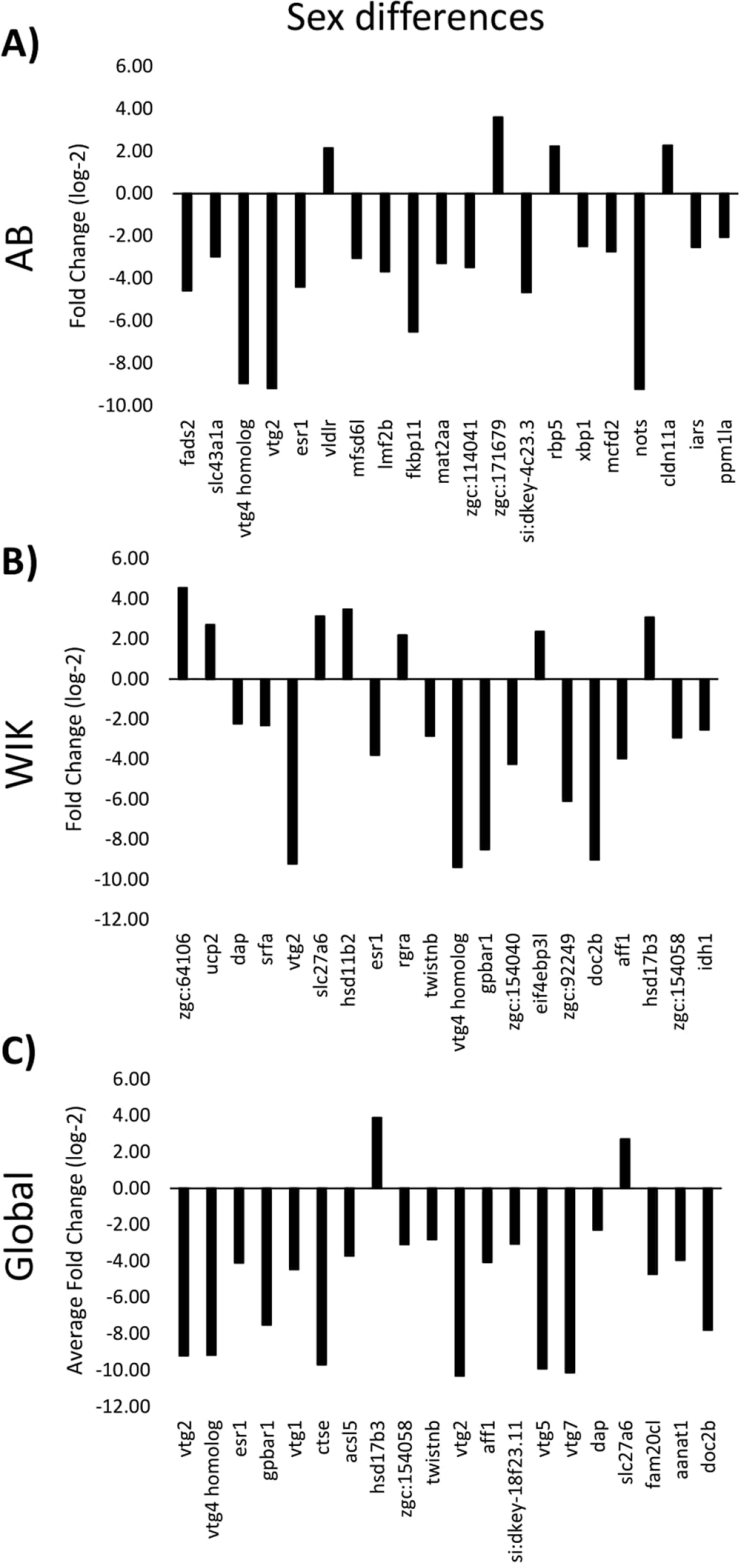
Top 20 most significant differentially expressed genes between sexes. Positive fold change values indicate higher mRNA gene expression in males, as compared to females. Negative fold change values indicate higher mRNA gene expression in females, as compared to males. (**A**) In AB the top 20 q-values range from 0.0049 to 0.0062. (**B**) In WIK the top 20 q-values range from 0.0030 to 0.0150. (**C**) Regardless of strain the top 20 q-values range from 0.0081 to 0.0164. Fold change values were averaged between male and female datasets. See supplementary datasets 1–3 for gene symbol definitions.

Between WIK males and females, 72 probes representing 67 genes are significantly different (Fig. 2B; Supplementary Dataset 2). Of these, 23 probes have a positive fold change indicating an increased expression of the transcript in males relative to females and 49 have a negative fold change indicating an increased expression of the transcript in females relative to males. 

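The same limma fit with Benjamini-Hochberg adjustment called 225 probes for 146 accessions between 3 WIK males and 3 WIK females, with a smallest adjusted p of 0.000331, and 6521 probes had an unadjusted p under 0.05. At the 2-fold cutoff the count was 607. In WIK the fish with the same replicate number deviated together in all 3 pairs, and with the replicate number as a block 112 probes were called, of which 107 were among the 225. The count fell to 64 without WIK male 2 and to 71 without WIK male 1, and it reached 326 without WIK male 3.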

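In WIK, 69 of the called probes were higher in males and 156 in females. When each array was scaled to its median in place of quantile normalization, 6 were higher in males and 54 in females. The largest increase in males was that of zgc:64106 on chromosome 21 (10409390 to 10409449 of danRer7), followed by *hsd17b3* and by si:dkey-16m19.2 on chromosome 22 (27734555 to 27734614). Log2 signal of zgc:64106 was 12.60 ± 0.30 (SD, n = 3) in males and 7.53 ± 0.32 (SD, n = 3) in females, a log2 fold change of 5.07 (standard error 0.22, adjusted p = 0.00146 from limma with Benjamini-Hochberg adjustment). That of si:dkey-16m19.2 was 11.06 ± 0.44 in males and 6.47 ± 0.18 in females, where 2 of 3 arrays were well above background (log2 fold change 4.60, standard error 0.24, adjusted p = 0.0022 in limma), and its other probe changed by 1.51. The largest decreases in WIK were at 2 probes of NM_001044897, with 2 of 3 male arrays well above background at the first and 1 of 3 at the second, and with log2 fold changes of -10.48 (standard error 1.27, adjusted p = 0.023) and -10.41 (standard error 0.65, adjusted p = 0.00391) in the same limma fit. The first of these was not past the threshold without WIK male 2 (adjusted p = 0.121) or with the replicate block (adjusted p = 0.0613).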

Gene ontology analysis of 58 gene IDs (86.57%) mapping to *Danio rerio* shows that differences between males and females in the WIK strain are not restricted to one cellular compartment, but encompass biological processes including response to estradiol (>100-fold enriched, q-value = 2.44 × 10^−3^), cellular response to estrogen stimulus (>100-fold enriched, q-value = 7.38 × 10^−8^), hormone biosynthetic processes (>100-fold enriched, q-value = 1.30 × 10^−2^), and lipid transport (37.80-fold enriched, q-value = 5.23 × 10^−10^). Similar to AB, these over-represented biological processes in WIK are largely driven by lipid transporter activity (42.61-fold enriched, q-value = 3.51 × 10^−8^). Interestingly, at our cutoff values of a minimum of 2-fold change in expression and q-value = 0.05, there are no probes that are significantly different between TU males and females. This is most likely due to a wider variation in the TU gene expression dataset.

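Between 3 TU males and 3 TU females, 0 probes were called by limma with Benjamini-Hochberg adjustment, at the 4-fold cutoff, at the 2-fold cutoff and with no fold cutoff. The smallest adjusted p was 0.685, and 1800 probes had an unadjusted p under 0.05. In 1 limma fit of all 18 arrays, which shares the estimate of the spread among strains, 8 probes were called. Without TU female 3 the count was 155, of which 23 were higher in males and 132 in females, 66 were also called in AB and 57 in WIK. All 51 of the probes called in AB, in WIK and in TU without TU female 3 changed in the same direction. Without TU male 2 it was 7, and it stayed at 0 without each of the other TU fish. Whether the sex difference itself differed between strains was tested as an interaction in the fit of 18 arrays. At an adjusted p of at most 0.05 it was called for 171 probes between AB and TU, 212 between AB and WIK and 34 between TU and WIK. Of the 115 probes called in both AB and WIK, 5 differed between AB and TU and 1 between TU and WIK. None differed between AB and WIK, but these probes had been selected for a call in the same direction in both.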

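The SD of log2 signal within each sex was pooled over males and females of a strain, and its median over all probes was 0.170 in TU, 0.162 in AB and 0.158 in WIK. With 1 fish of the strain left out, the median ran from 0.1517 to 0.1755 in TU, from 0.1382 to 0.1585 in AB and from 0.1337 to 0.1666 in WIK, so that these ranges overlapped. TU exceeded the mean of AB and WIK by 0.0103 over all probes, by 0.0317 over probes well above background, by 0.0428 on the authors' deposited values and by 0.236 on the scanner's processed signal. The root mean square of the within-sex SD, which gives more weight to the most variable probes, was 0.461 in TU, 0.374 in AB and 0.344 in WIK. With 1 TU fish left out, that of TU ran from 0.407 (without TU female 3) to 0.485 (without TU male 3). At the probes with sex differences shared by AB and WIK, it was 2.66 in TU, 1.00 in AB and 1.14 in WIK, but these probes were selected for passing the test in AB and WIK, which favours a small spread there. Within TU it fell to 1.11 without TU female 3 and stayed between 2.67 and 3.05 with any other TU fish left out. The strains' spreads were compared without a test. For the lack of differentially expressed genes in TU, the paper proposes a wider variation of gene expression within the strain.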

Overlapping the differentially expressed probe sets from both AB and WIK produces a set of 40 probes mapping to 36 genes that are differentially expressed between males and females, regardless of strain (Fig. 2C; Supplementary Dataset 3). Of these, only 6 probes have a positive fold change indicating an increased expression of the transcript in males relative to females and 34 have a negative fold change indicating an increased expression of the transcript in females relative to males. 

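Counting probes called in both AB and WIK with the same direction of change, 115 probes for 56 accessions were shared. At the 2-fold cutoff it held 201, and with the replicate block 44. Leaving out 1 fish gave 44 without WIK male 2, 47 without WIK male 1, 54 without AB female 2, 68 without AB female 3, 69 without AB male 1, 73 without WIK female 3 and 74 without WIK female 1. The highest overlap was 128, without WIK male 3.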

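In the overlap of AB and WIK, 13 probes were higher in males and 102 were higher in females. With the replicate block 1 was higher in males and 43 in females, and under median scaling 2 and 47. Vitellogenins are the egg yolk precursors that the female liver secretes, and probes with a vitellogenin symbol accounted for 47 of the 115. Probes of NM_001044897 that carry no symbol were not counted among them. The smallest adjusted p in AB belonged to si:dkey-4c23.3, which lies on chromosome 22 next to the vitellogenin genes (25361369 to 25361428 of danRer7). Its log2 signal was 6.14 ± 0.03 (SD, n = 3) in AB males, where 1 of 3 arrays was well above background, and 10.77 ± 0.11 (SD, n = 3) in AB females. In WIK males it was not well above background on any array, and WIK females were at least 25.8-fold higher.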

Examples of mRNA transcripts conserved across strains include the protein responsible for converting androstenedione to testosterone (*hsd17b3*) in males and an egg yolk precursor (*vtg1-7*) and estrogen receptor (*esr1*), two well-known female-specific transcripts.

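Signal of *hsd17b3*, measured at 30723199 to 30723258 on chromosome 8 of danRer7 (ENSDARG00000023287), was 11.58 ± 0.49 (log2, SD, n = 3) in AB males and 6.05 ± 0.15 (n = 3) in AB females, where 1 of 3 arrays was well above background. This was a log2 fold change of 5.53 (standard error 0.26, adjusted p = 0.00195 from limma with Benjamini-Hochberg adjustment), and between 5.32 and 5.80 with each fish left out. In WIK it was 11.33 ± 0.36 in males and 6.27 ± 0.05 in females, with 2 of 3 female arrays well above background (log2 fold change 5.06, standard error 0.18, adjusted p = 0.000786 in limma). Its second probe changed by 4.50 in AB and 3.12 in WIK. The probe of *vtg1* on chromosome 22 (25207647 to 25207706) gave 6.79 ± 1.08 in AB males, with 2 of 3 arrays well above background, and 16.89 ± 0.28 in AB females. Its log2 fold change was -10.10 in AB (standard error 0.55, adjusted p = 0.00285 in limma) and -10.09 in WIK (standard error 0.69, adjusted p = 0.00502). One probe each of *vtg2*, *vtg3*, *vtg5*, *vtg6*, *vtg7* and the *vtg4* homolog, at the probes of the paper's lists with the smallest adjusted p, changed by -10.07 to -8.87 in AB and by -9.94 to -8.51 in WIK. The call of *vtg7* was lost in AB without AB female 2 (adjusted p = 0.112 in limma) and in WIK without WIK male 2 (adjusted p = 0.149). That of *vtg3* was lost in WIK without WIK male 2 (adjusted p = 0.0947 in limma). With the replicate block the adjusted p of *vtg7* was 0.0697 in AB and 0.0664 in WIK, and that of the *vtg4* probe in WIK was 0.0523 in limma. The probe of *vtg4* itself was called in WIK (-10.21, adjusted p = 0.0163, and 0.0967 without WIK male 2) and not in AB (-6.71, adjusted p = 0.341), where its 4 other probes changed by -10.08 to -9.67. The vitellogenins are close paralogs, *vtg7* and the *vtg4* homolog carry 1 Ensembl identifier in the paper's lists, and cross-hybridization between them was not ruled out. On chromosome 20 (26389406 to 26389465), *esr1* was 6.71 ± 0.21 in AB males and 13.07 ± 0.38 in AB females, a log2 fold change of -6.36 (standard error 0.22, adjusted p = 0.00101 in limma), and -4.97 in WIK (standard error 0.27, adjusted p = 0.00263). Its 3 other probes changed by -4.54 to -3.16 in AB and -4.27 to -3.52 in WIK. In TU the changes were 2.26 for *hsd17b3*, -6.61 for *vtg1* and -4.49 for *esr1*, each with an adjusted p of 0.935 in limma. The single fish TU female 3 had signals of 11.14, 7.41 and 9.24 at these probes, against 5.98 and 6.11, 17.09 and 16.52, and 12.33 and 12.03 in the other TU females.

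**Figure D1:**
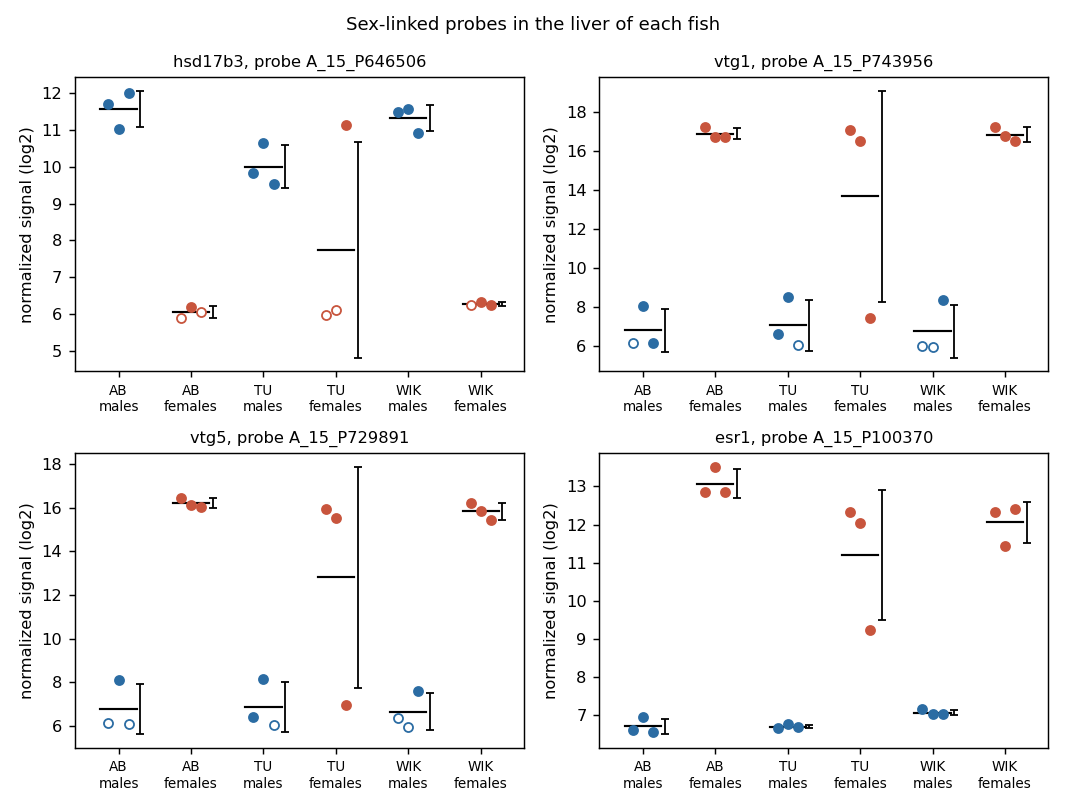
Normalized log2 signal of *hsd17b3*, *vtg1*, *vtg5* and *esr1* in each fish, by strain and sex (blue, males; red, females). Points are fish, open where the probe was not well above background; horizontal lines are means and the bars at the side are SDs (n = 3). One TU female, with a *vtg1* signal of 7.41, lies with the males for *hsd17b3*, *vtg1* and *vtg5* and between the sexes for *esr1*.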

### mRNA expression profiles differ between strains

Within males, 292 probes representing 269 genes are significantly different between AB, TU, and/or WIK males (Figs 3A and 4; Supplementary Dataset 4). 

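Among 3 AB, 3 TU and 3 WIK males, 546 probes for 439 accessions were called by limma's F test with Benjamini-Hochberg adjustment (smallest adjusted p = 7.48e-06), and 9778 had an unadjusted p under 0.05. At the 2-fold cutoff the count was 1598. With no fold cutoff it was 2637. The scan day as a block gave 313, of which 232 were among the 546, and the slide as a random block gave 573. The slide as a fixed block, the alternative that moved it most, leaves 1 residual degree of freedom and gave 0. Without TU male 2 the count was 1180, and it fell to 266 without WIK male 1 and 250 without WIK male 2. One of the probes with this smallest adjusted p was that of *mhc1uba*, which was not well above background in any AB or WIK male and was at least 130-fold higher in TU than in AB and at least 135-fold higher than in WIK. Its other probes changed by 4.15 and 5.30 on the log2 scale. The other such probe, that of NM_001045445, not well above background in AB and TU, was at least 5.26-fold higher in WIK than in AB. The probe of *tdg.2* was 9.16 ± 0.11 (log2, SD, n = 3) in WIK males and 6.24 ± 0.09 and 6.25 ± 0.07 in AB and TU males, each with 2 of 3 arrays well above background (adjusted p = 1.58e-05 in limma).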

Seventy-three (73) probes varied between TU and WIK (AB = 0 fold-change), 117 probes varied between AB and WIK (TU = 0 fold-change), and 102 probes varied between AB and TU (WIK = 0 fold-change). 

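A strain was taken as the middle strain of a probe when its mean lay between those of the other strains. In males AB was the middle strain at 117 of the called probes, TU at 274 and WIK at 155. The contrast between AB and WIK reached 4-fold at 378 of the called probes (170 higher in AB and 208 in WIK), that between AB and TU at 267 (139 and 128) and that between TU and WIK at 230 (117 and 113).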

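For each called probe in males, the mean of the pairwise log2 fold changes of a strain was taken, and the value of the middle strain was subtracted, as in the paper's Supplementary Dataset 4. Counting a strain as changed where this centred value reached 2 in size, AB was increased at 117 probes and decreased at 123 (48.8% increased), TU at 58 and 42 (58.0%) and WIK at 127 and 87 (59.4%), together 54.5%. With a fish left out the share ranged from 51.5% to 69.8%, the highest without TU male 2. Without that fish TU was increased at 549 probes and decreased at 69 (88.8% increased).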

Within the strains, the percentage of transcripts with significantly increased expression accounted for 49.2–62.5% of the mRNA transcripts, with a mean of 56.3%. Gene ontology analysis of 237 gene IDs (88.10%) mapping to *Danio rerio* shows that differences between AB, TU, and/or WIK males are not restricted to one cellular compartment or molecular function, but are over-represented by the biological process of circadian regulation of gene expression (45.89-fold enriched, q-value = 7.20 × 10^−3^).

**Figure 3:**
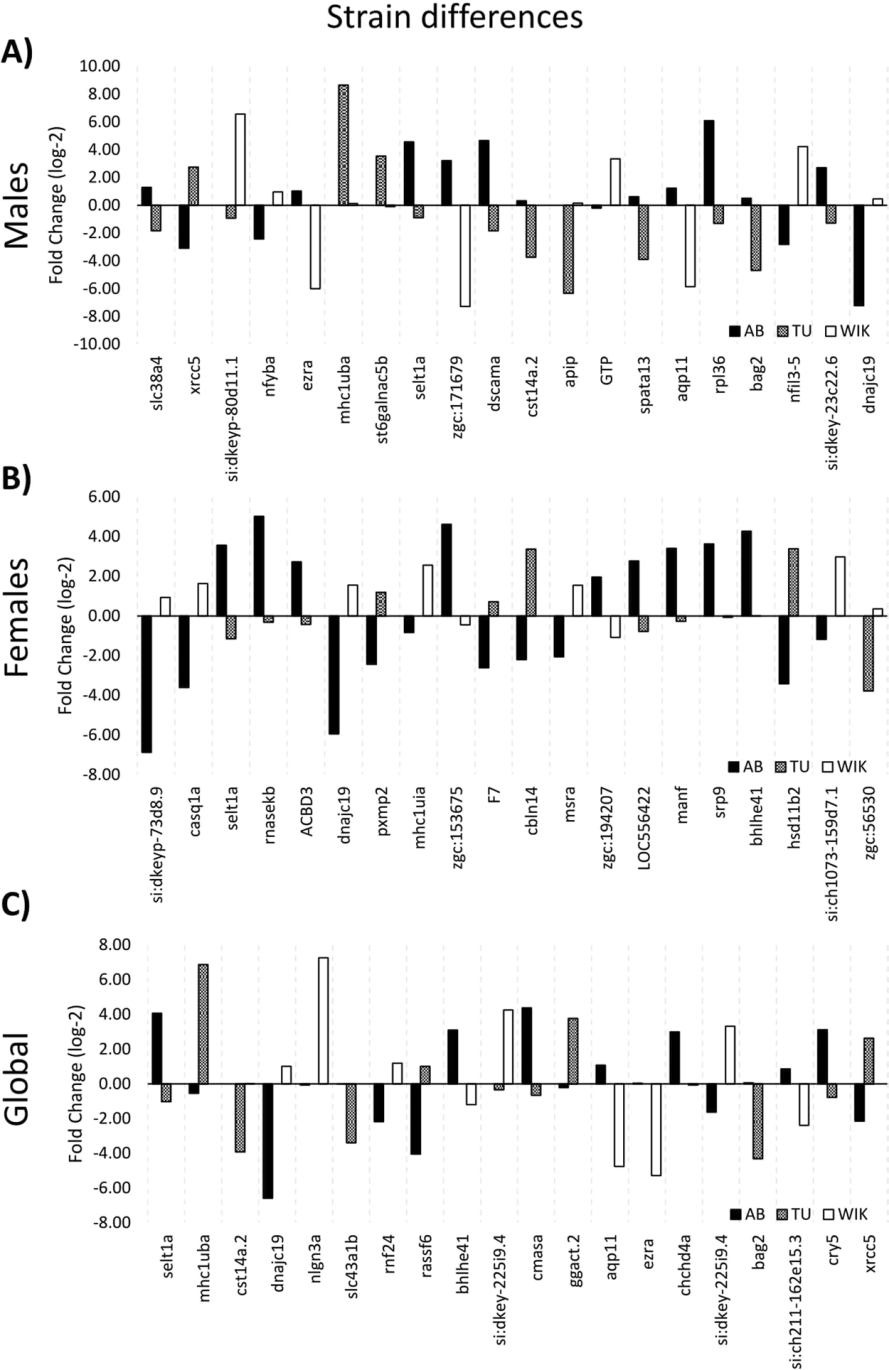
Top 20 most significant differentially expressed genes between strains. Positive fold change values indicate an increase in mRNA gene expression and negative fold change values indicate a decrease in mRNA gene expression. AB is represented by black bars, TU is represented by checkered bars, and WIK is represented by white bars. (**A**) In males the top 20 q-values range from 0.0003 to 0.0020. (**B**) In females the top 20 q-values range from 0.0005 to 0.0014. (**C**) Regardless of sex the top 20 q-values range from 0.0007 to 0.0077. See supplementary datasets 4–6 for gene symbol definitions.

**Figure 4:**
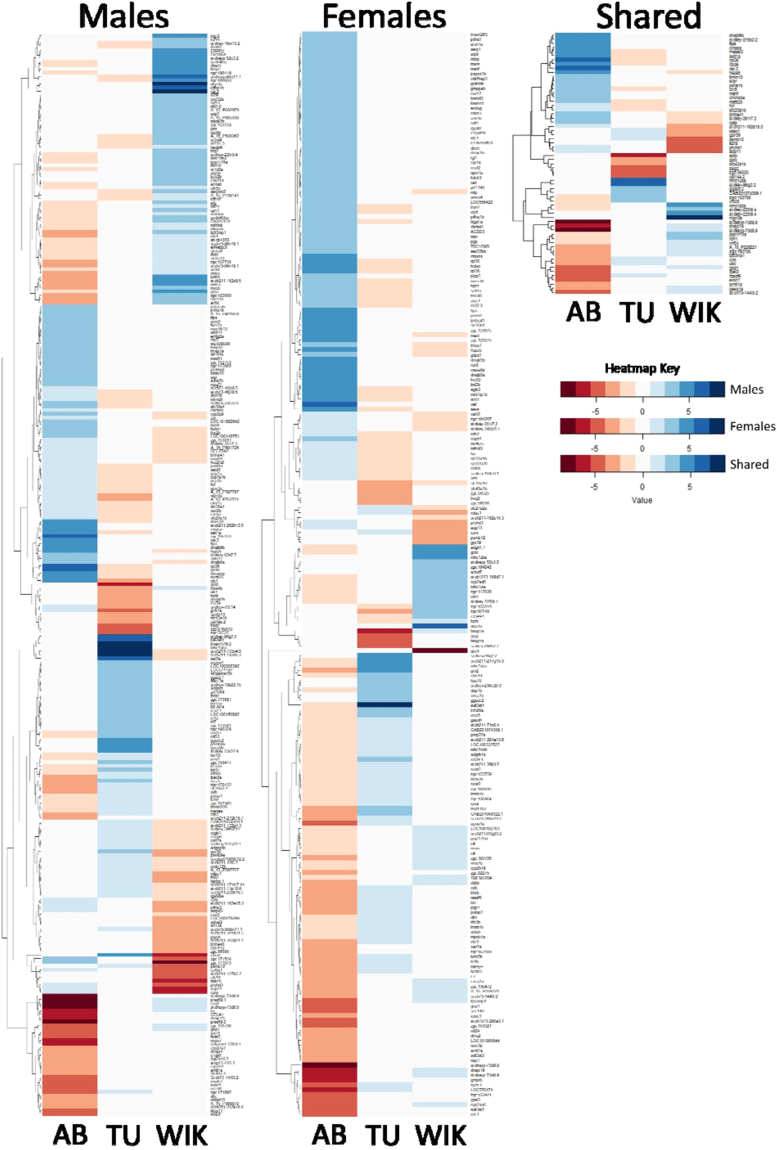
Differentially expressed mRNA transcript heatmaps. Individual heatmaps for males alone, females alone, and shared between the sexes (global) across AB, TU, and WIK strains. Blue indicates a positive fold change in expression, red indicates a negative fold change in expression. Higher saturation indicates stronger positive or negative fold change.

In females, 220 probes representing 212 genes are significantly different between AB, TU, or WIK (Figs 3B and 4; Supplementary Dataset 5). 

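In females, limma's F test with Benjamini-Hochberg adjustment called 606 probes for 491 accessions among 3 fish of each strain (smallest adjusted p = 3.68e-06), and 8927 probes had an unadjusted p under 0.05. At the 2-fold cutoff 2064 were called. A fixed slide block again left 1 residual degree of freedom and 0 calls, while the slide as a random block gave 639 and the scan day as a block 628. Without AB female 2 the count was 400, and with each other fish left out it lay between 420 and 827. The probe with the smallest adjusted p, *aco1*, was 10.42 ± 0.15 (log2, SD, n = 3) in AB females. On the TU and WIK female arrays it was not well above background, so that AB was at least 21.1-fold and 22.4-fold higher. For *cmasa* on chromosome 4 (13792738 to 13792797 of danRer7), likewise not well above background in TU and WIK females, AB was at least 9.95-fold and 10.3-fold higher. TU females had at least 58.1-fold higher *mhc1uba* signal than AB and 59.0-fold higher than WIK.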

Fifteen (15) probes varied between TU and WIK (AB = 0 fold-change), 80 probes varied between AB and WIK (TU = 0 fold-change), and 125 probes varied between AB and TU (WIK = 0 fold-change). 

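In females AB was the middle strain at 92 of the called probes, TU at 261 and WIK at 253. The contrast of AB with WIK reached 4-fold at 395 of the called probes (235 higher in AB and 160 lower), that of AB with TU at 379 (207 and 172) and that of TU with WIK at 155 (82 and 73).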

Within the strains, the percentage of transcripts with significantly increased expression accounted for 57.0–67.5% of the mRNA transcripts, with a mean of 60.5%. 

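By the centred values in females, AB was increased at 217 of the called probes and decreased at 132 (62.2% increased), TU at 75 and 51 (59.5%) and WIK at 63 and 56 (52.9%). The share of increases over the 3 strains was 59.8%, and 55.6% when a centred value of 1 was enough.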

Gene ontology analysis of 183 gene IDs (86.32%) mapping to Danio rerio shows that differences between AB, TU, and/or WIK females occur largely at the endoplasmic reticulum membrane (5.32-fold enriched, q-value = 9.58 × 10^−4^). Biological processes affected include protein targeting to the endoplasmic reticulum (49.52-fold enriched, q-value = 5.06 × 10^−3^), membrane assembly (31.28-fold enriched, q-value = 3.07 × 10^−2^), and single-organism metabolic processes (2.50-fold enriched, q-value = 3.27 × 10^−3^). These over-represented biological processes are largely driven by catalytic activity (1.72-fold enriched, q-value = 4.34 × 10^−3^).

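Of the probes called in males and those called in females, 181 probes for 153 accessions were the same. At the 2-fold cutoff 592 were shared, and with the scan day as a block 96. The number fell to 98 without WIK male 2 and 104 without WIK male 1, and lay between 128 and 209 with each other fish left out.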

Overlapping the differentially expressed probe sets from both males and females produces a set of 63 probes representing 59 genes that are differentially expressed between AB, TU, and WIK regardless of sex (Figs 3C and 4; Supplementary Dataset 6). Six (6) probes varied between TU and WIK (AB = 0 fold-change), 29 probes varied between AB and WIK (TU = 0 fold-change), and 28 probes varied between AB and TU (WIK = 0 fold-change). 

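At the 181 shared probes, with the pairwise log2 fold changes averaged over males and females, AB was the middle strain at 44, TU at 82 and WIK at 55.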

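The strain farthest from the middle strain was AB at 92 of the 181 shared probes (50.8%), WIK at 53 (29.3%) and TU at 36 (19.9%). On the authors' deposited values AB was farthest at 58.1% of the probes they share between the sexes. With a fish left out the AB share ran from 42.2% without AB male 1 to 51.8% without TU male 2.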

More than 50% of the probes varying between strains, regardless of sex, are attributable to the AB strain alone. Within the strains, the percentage of transcripts with significantly increased expression accounted for 46.7–56.6% of the mRNA transcripts, with a mean of 52.3%. 

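Over the shared probes AB was increased at 45 and decreased at 46 by the centred values (49.5% increased), TU at 17 and 19 (47.2%) and WIK at 25 and 30 (45.5%). The share of increases was 47.8%, and it ranged from 42.3% to 51.7% with a fish left out.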

Gene ontology analysis of 52 gene IDs (88.14%) mapping to *Danio rerio* shows no over-representation of any category between AB, TU, and/or WIK, regardless of sex.

## Discussion

A primary goal of this study was to identify baseline liver mRNA expression variation between different zebrafish strains. We identified large differences between strains, with a majority of differentially expressed mRNA transcripts belonging to AB (Fig. 5). 

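In males, AB was the strain farthest from the middle strain at 235 of the called probes (43.04%), WIK at 211 (38.6%) and TU at 100 (18.3%). In females it was AB at 368 probes (60.7%), WIK at 124 (20.5%) and TU at 114 (18.8%). Which strain led in males depended on single fish. Without TU male 2 it was TU at 611 of 1180 probes (51.8%), with AB at 25.9%. Without AB male 3 WIK led at 205 probes against 201 for AB, without WIK male 3 at 233 against 189, and without TU male 3 both stood at 198. In females AB led with each fish left out, and its share stayed between 53.9% and 67.9% with a fish left out.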

We hypothesize that this is due to the additional bottleneck of gynogenesis in the early establishment of the AB strain and a resulting decrease in heterozygosity by 34%, as similarly observed in gynogenetic diploid rainbow trout (*Oncorhynchus mykiss*)^15^. Additionally, across all sexes and strains, approximately 59% of probes show an increase in expression versus a decrease. 

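Summed over males and females and the 3 strains, the centred values counted 657 increases and 491 decreases, so that 57.2% were increases.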

The bottleneck of domestication reduces genetic variation^16^, but since there is little to no selection acting on these laboratory strains, we predicted wide variation in expression phenotypes across strains^17^ due to the inherent increase in the inbreeding coefficient^18^. Although we have described robust gene expression variation between AB, TU, and WIK, laboratory stocks still have less diversity between strains when compared to wild-caught zebrafish^19^.

**Figure 5:**
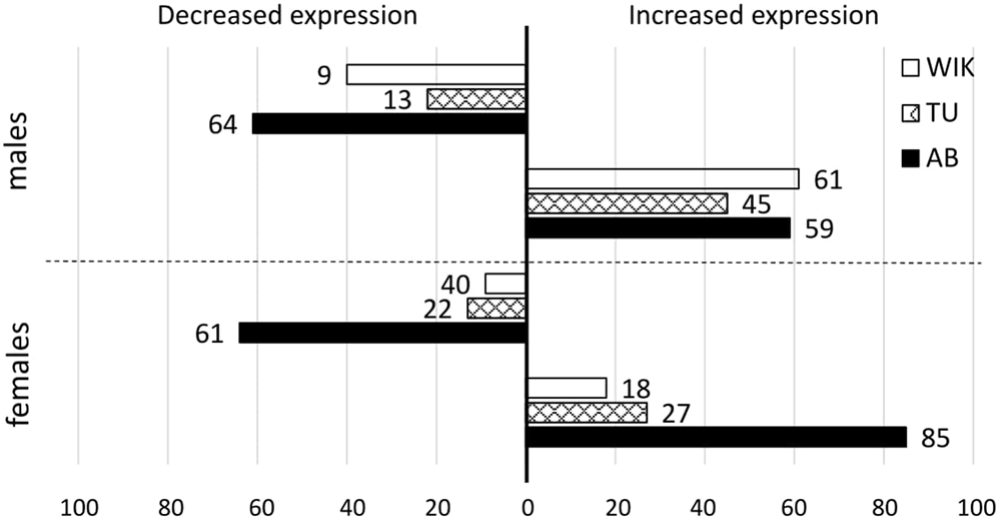
Summary chart of highly differentially expressed probe count in males or females across strains. Each bar represents a count of the mRNA transcripts with 2-fold increased (to the right) or decreased (to the left) expression by strain in males (top) and females (bottom) in AB, TU, or WIK. AB is represented by black bars, TU is represented by checkered bars, and WIK is represented by white bars.

### Sex and strain both drive mRNA expression profiles in zebrafish

Sex determination in zebrafish has been argued extensively in the last decade, but only recently has a six-strain analysis led to a consensus hypothesis. Our current understanding is that genetic factors on chromosome 4 drive the ZW/ZZ sex-determining mechanism, but ultimate sex determination is sensitive to multiple environmental conditions^20^. Fascinatingly, AB and TU strains appear to have lost sex-specific signal across the sex-associated region in chromosome 4, so factors defining male or female development in these strains are still unknown. WIK retains the chromosome 4 sex-associated region and has additional regions on chromosome 14 and several unassembled genomic scaffolds that are associated with sex determination. 

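Principal component analysis of all 43487 probes measured on every array, each scaled to unit variance, was tested by reassigning the labels to the 18 fish. For the separation of AB from the other strains, the larger over both components of the difference between group means was 1.95 SD, on the first component (exact permutation test over 18564 splits, two-sided, p = 5.4e-05, the smallest it can give). For the separation of males from females it was 1.55 SD, on the second component (exact permutation test over 48620 splits, two-sided, p = 0.000288). On the authors' deposited values, the alternative that moved it most, the sexes were 0.861 SD apart (p = 0.127 in the same exact test).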

Interestingly, principle component analysis uncovers male and female grouping, as well as a clear separation of AB away from TU and WIK (Fig. 6). Although sex is a major factor in this dataset, the loss of sex-determining regions in AB and TU do not appear to be driving the difference in mRNA expression between strains. Interstrain variation is most likely due to genetic differences caused by population isolation and bottleneck events during strain establishment. Moreover, we observed a large portion of differentially expressed mRNA transcripts that were specific to the AB strain, probably due to the extreme population bottlenecks and multiple rounds of gynogenesis.

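The sequence of the probes against each strain's genome was not analysed here. Where a called accession had other probes, these changed by a median of 0.495 of the called probe's change for strain differences in males and 0.502 in females, against 0.642 for sex differences without the vitellogenins (172 accessions). The paper proposes that population bottlenecks and gynogenesis, the production of offspring with maternal chromosomes only, account for the share of AB.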

**Figure 6:**
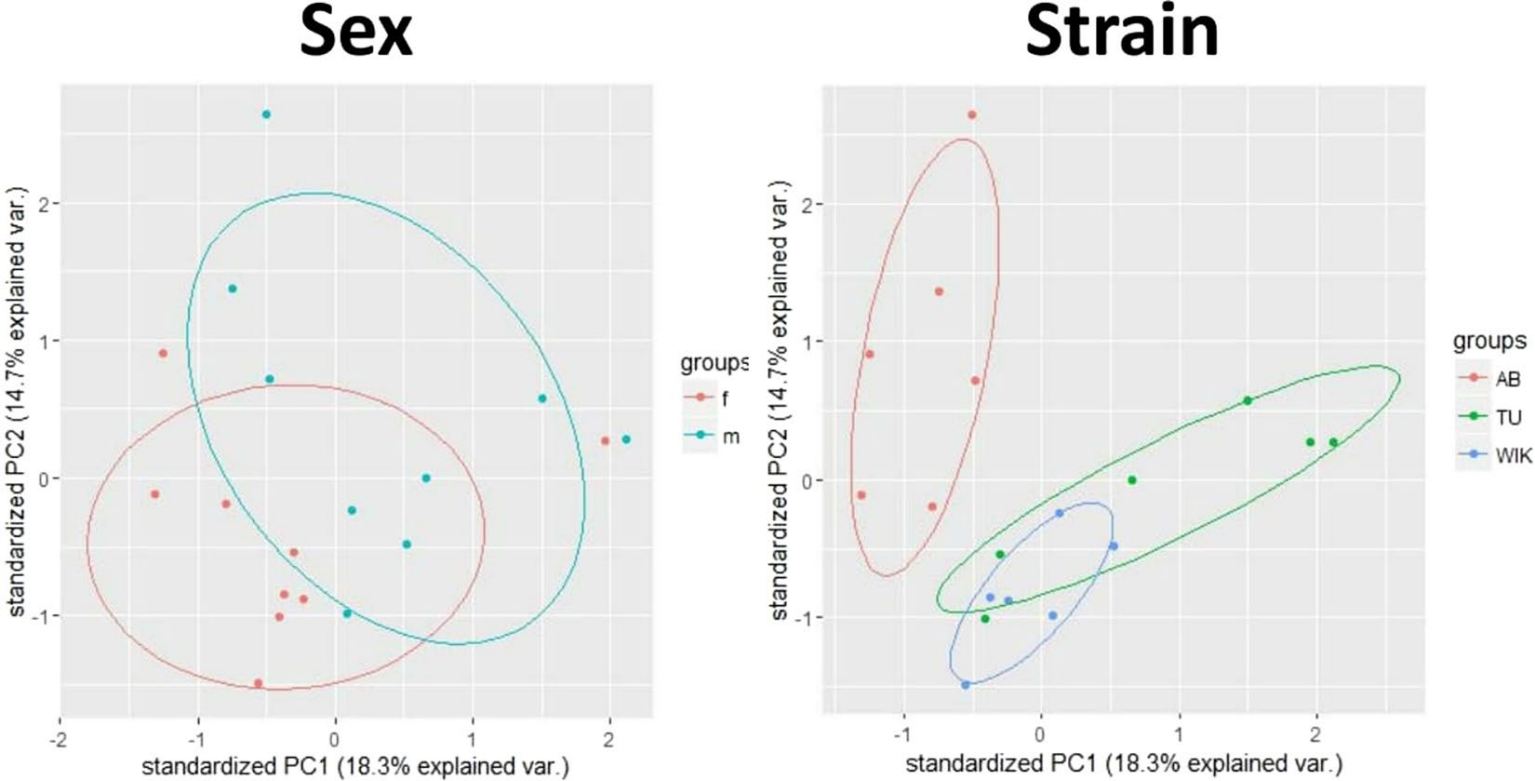
Principle component analysis of samples by sex or strain. PC1 and PC2 explain 33% of the total variance in the dataset. Sample identification by sex shows that male and female samples segregate, with the exception of a single female sample. Sample identification by strain shows that the AB strain clearly segregates from the TU and WIK strains.

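PC1 explained 15.4% and PC2 14.0% of the variance, 29.3% together. Without scaling the probes to unit variance both together explained 49.2%, and on the authors' deposited values 33.0%.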

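On PC2, the score was 86.99 ± 44.71 (mean ± SD, n = 3) in AB males and -74.11 ± 25.56 in AB females, and 21.69 ± 21.14 in WIK males and -93.46 ± 29.31 in WIK females. TU males had 72.60 ± 9.36. The 3 TU females ranged from -60.55 to 75.43, the highest of them being TU female 3. The fish were also placed on an axis from the mean of the AB and WIK females (0) to the mean of the AB and WIK males (1), at the probes with sex differences shared by AB and WIK. TU female 3 lay at 0.899 and the TU males at 0.839, 0.959 and 1.07, while the 8 other females lay between -0.0107 and 0.0432. Over the 68 probes without a vitellogenin symbol, TU female 3 lay at 0.920, and at 0.940 over the 13 probes higher in males.

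**Figure D2:**
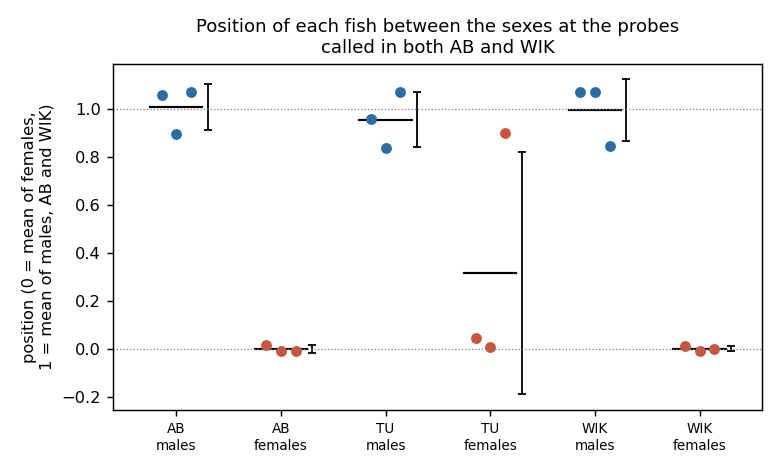
Position of each fish on the axis from the female mean (0) to the male mean (1) of AB and WIK, over the 115 probes called in both strains. Points are fish (blue, males; red, females), lines are means and bars are SDs (n = 3). TU female 3, at 0.899, lies within the range of the males.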

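All 6 AB fish had PC1 scores between -161.2 and -61.78 and all 12 TU and WIK fish between 10.87 and 84.91. Group means on PC1 were -104.6 and -107.8 in AB males and females, 67.57 and 39.16 in TU, and 54.36 and 51.27 in WIK.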

### Lipid transport mRNA transcripts differ between sexes in multiple strains

Genes involved in lipid transport are significantly enriched in differentially expressed mRNA transcripts between males and females in both AB and WIK. Among these are members of the vitellogenin (*vtg1-7*), retinol binding protein (*rbp2a* and *rbp5*), and solute carrier (*slc27a6* and *slc25a48*) families, as well as a transmembrane trafficking protein (*tmed1a*), a kainite glutamate receptor (*grik1a*), and an estrogen receptor (*esr1*). It is important to accurately characterize these differences between strains because lipid transport is critical in chemical messaging, energy storage, temperature maintenance, and formation of membranes, cholesterol and prostaglandins. Furthermore, vitellogenin is a common marker for endocrine disruption in teleosts; any variation between expression in this endpoint may drastically affect interpretation of pharmacological endpoints including estrogenic activity of xenobiotics.

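Signal of *rbp2a* was 17.58 ± 0.77 (log2, SD, n = 3) in AB females and 7.83 ± 2.60 in AB males, a log2 fold change of -9.75 (standard error 1.33, adjusted p = 0.0302 from limma with Benjamini-Hochberg adjustment), and -9.03 in WIK (standard error 1.28, adjusted p = 0.0329). The call in AB was lost without AB female 2 (adjusted p = 0.135 in limma) and that in WIK without WIK male 2 (adjusted p = 0.152). *rbp5* was higher in males by 2.31 in AB (standard error 0.08, adjusted p = 0.00103 in limma) and by 2.46 in WIK (standard error 0.35, adjusted p = 0.0338, and 0.166 without WIK male 2). *slc27a6* was higher in males by 2.29 in AB (standard error 0.26, adjusted p = 0.0198 in limma, and 0.0713 without AB female 3). In WIK females it was not well above background, and WIK males were at least 18.5-fold higher. *slc25a48* was higher in males by 3.90 in AB (adjusted p = 0.0167, and 0.0736 without AB female 2) and by 2.69 in WIK (adjusted p = 0.00905, and 0.072 without WIK male 2) in the same limma fits. Signal of *tmed1a* was higher in females, at least 6.76-fold in AB, where no male was well above background, and by a log2 fold change of -2.91 in WIK, where 1 of 3 males was (adjusted p = 0.00199 in limma). For *grik1a*, not well above background in AB females, AB males were at least 16.7-fold higher (adjusted p = 0.0114 in limma, and 0.0698 without AB female 2), and the log2 fold change in WIK was 3.01 with 1 of 3 females well above background (adjusted p = 0.00303). With the replicate block the adjusted p of *rbp2a* was 0.0685 in AB and 0.0627 in WIK, that of *rbp5* in WIK 0.0576, that of *slc27a6* in AB 0.0579, that of *slc25a48* in AB 0.0876 and that of *grik1a* in AB 0.0505 in limma. In TU the adjusted p of each of the 6 genes was at least 0.935 in limma, and their log2 fold changes lay between -5.31 (*rbp2a*) and 1.96 (*slc27a6*).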

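Log2 signal of *vtg5* was 16.20 ± 0.23 (SD, n = 3) in AB females, 15.82 ± 0.40 in WIK females and 12.81 ± 5.05 in TU females, against 6.77 ± 1.15, 6.66 ± 0.85 and 6.87 ± 1.14 in AB, WIK and TU males. At this probe 1 of 3 AB males, 1 of 3 WIK males and 2 of 3 TU males were well above background. The log2 fold change was -9.42 in AB (standard error 0.58, adjusted p = 0.0043), -9.17 in WIK (standard error 0.45, adjusted p = 0.00199) and -5.94 in TU (standard error 2.59, adjusted p = 0.935) in limma with Benjamini-Hochberg adjustment.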

### Circadian rhythm affects mRNA expression in males more than females

Circadian regulation in the zebrafish is directed by light- or dark-induced gene expression in the pineal gland^21^. 

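A list of 49 clock and clock-controlled genes was written down from general knowledge before the arrays were opened, of which 44 had a probe and 35 were well above background on at least 3 arrays. The paper names 7 of the 35, chosen on these fish, so that the list is not fully independent of them. Between AB and the mean of TU and WIK, 17 of the 35 differed in males and 10 in females when limma's p was adjusted over the list alone (Benjamini-Hochberg), and 11 and 8 when it was adjusted over all probes. With the slide as a block the counts adjusted over the list alone were 7 and 4. The median absolute log2 fold change of the list in males was 0.503 between AB and TU, 0.490 between AB and WIK and 0.221 between TU and WIK. Among 10000 random lists matched on mean signal these lay at the 97.4, 97.7 and 51.0 percentile. In females the medians were 0.446, 0.523 and 0.290, at the 95.5, 99.0 and 86.3 percentile.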

Although our study design did not control for time of day (AB livers were collected in the morning, while TU and WIK livers were collected in the afternoon), there are only a small number of genes with circadian rhythm annotations in this dataset. Specifically, we identified 295 annotations to 67 genes by searching AmiGO2^22^ annotations for any term including the word “circadian” within zebrafish annotations. In the male dataset there are 6 genes that annotate to circadian rhythm: *arntl1a*, *bhlhe40*, *cry5*, *nfil3-5*, *nfil3-6*, and *nr1d2a*. In the female dataset there are only two genes that annotate to circadian rhythm: *arntl1a* and *cry5*.

To expand our analysis of potential circadian effects on our dataset, we queried circadian rhythm genes annotated in all organisms within AmiGO2. This expanded our list of potential circadian rhythm genes to 2194, but led to no additional genes for the male dataset, and added only one gene, *F7*, to the list of genes present in female dataset that are known to be influenced by circadian rhythm. 

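Signal of *F7* on chromosome 1 (15084 to 15143 of danRer7) in females was 9.83 ± 0.35 (log2, SD, n = 3) in AB, 12.19 ± 0.35 in TU and 10.97 ± 0.24 in WIK, with an adjusted p of 0.00436 from limma's F test with Benjamini-Hochberg adjustment. The AB mean was lower than that of TU and WIK by a log2 fold change of -1.75 (standard error 0.20). In males the fold change was -0.06 (standard error 0.39), and limma's F test over the 3 strains had an adjusted p of 0.491. Its other probes changed by -3.02 and -1.67 in females and by -2.52 and -0.11 in males.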

*F7* has been observed to be regulated by circadian rhythm in the Norway rat^23^ and C57BL/6J mouse^24^, but a similar regulation has yet to be identified in zebrafish. Using a comparable approach, we queried a circadian rhythm RNA-seq dataset in mouse that assessed gene expression in multiple tissues across time^25^. 

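In males, *bhlhe41* signal was 9.08 ± 0.36 (log2, SD, n = 3) in AB, 7.80 ± 0.18 in TU and 6.24 ± 0.07 in WIK, where 2 of 3 arrays were well above background (adjusted p = 0.000973 from limma's F test with Benjamini-Hochberg adjustment). In females it was 10.01 ± 0.14, 7.07 ± 0.09 and 6.48 ± 0.54 (adjusted p = 0.00083 in limma), again with 2 of 3 WIK arrays well above background. AB was lower than the mean of TU and WIK for *ptgr1*, by -2.89 in females (adjusted p = 0.00649 in limma) and -2.87 in males (adjusted p = 0.0569, with 2 of 3 AB arrays well above background), and for *dnaja4*, by -2.07 in males (adjusted p = 0.000918) and -2.003 in females (adjusted p = 0.00343). The probe of *fads2* in the paper's list was not well above background in AB males and was at least 1.92-fold higher in TU and 2.36-fold higher in WIK, while its 6 other probes were lower in AB males by -4.80 to -3.58 on the log2 scale. *slc38a4* was higher in AB males at both probes of the paper's list, by 1.70 (adjusted p = 0.000237 in limma) and 1.38 (adjusted p = 0.039, and 0.112 without TU male 1). WIK males differed from the mean of AB and TU by 3.59 for *fkbp5* (adjusted p = 0.00992, and 0.0523 without WIK male 2), -3.89 for *lmbr1l* (adjusted p = 0.00338), 1.68 for *nedd4l* (adjusted p = 0.0124, and 0.0561 without WIK male 2) and 1.94 for *stk35* (adjusted p = 0.000984) in limma. The gene *nedd4l* is the one that the paper's dataset lists for the name *nedd41*, and 2 of 3 WIK males were well above background for *lmbr1l*. The second *slc38a4* probe and *nedd4l* reached 4-fold in no pairwise contrast and were not called. Neither was the *fads2* probe, of whose change only the lower bounds are known.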

We found 9 genes—*bhlhe41*, *ptgr1*, *dnaja4*, *fads2*, *fkbp5*, *lmbr1l*, *nedd41*, *slc38a4*, and *stk35*—in the mouse circadian rhythm dataset, but as-of-yet there is no clear evidence of oscillation in the expression of these genes in the liver of zebrafish. Again in this vein of inquiry, we queried the circadian expression profiles data base (circaDB)^26^ against 4 mouse liver microarray studies and found 82 genes that overlap our dataset and have evidence of circadian regulation (Supplementary Dataset 7).

Expression patterns for the two circadian genes that are shared between males and females are conserved, with a decrease in expression of *arntl1a* and an increase in expression of *cry5* in the AB strain as compared to TU and WIK. This can be explained by the timing of liver harvest (AB in AM; TU and WIK in PM). 

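For *arntl1a* on chromosome 25 (18381262 to 18381321 of danRer7), log2 signal in males was 8.02 ± 0.29 (SD, n = 3) in AB, 9.76 ± 0.29 in TU and 10.27 ± 0.21 in WIK. AB was lower than the mean of TU and WIK by -1.99 (standard error 0.17, adjusted p = 0.00333 from limma's F test with Benjamini-Hochberg adjustment). In females it was 7.45 ± 0.73, 9.89 ± 0.13 and 9.78 ± 0.52, a difference of -2.38 (standard error 0.33, adjusted p = 0.0142 in limma). Without AB female 1 the adjusted p was 0.0501. The probe of *cry5* on chromosome 10 (40632503 to 40632566) gave 8.97 ± 0.44 in AB males and 6.55 ± 0.22 and 6.79 ± 0.25 in TU and WIK males, a difference of 2.304 (standard error 0.21, adjusted p = 0.004 in limma). In AB females it was 8.904 ± 0.32, and 6.30 ± 0.22 and 6.61 ± 0.11 in TU and WIK females, where 2 of 3 arrays of each strain were well above background (2.45, standard error 0.15, adjusted p = 0.000727 in limma). The difference of AB from the other strains was not found to differ between the sexes, the interaction being 0.39 for *arntl1a* (unadjusted p = 0.339 in limma) and -0.14 for *cry5* (unadjusted p = 0.597). AB livers were collected in the morning and those of TU and WIK in the afternoon, so that strain and time of collection cannot be told apart, and the paper states that the timing of the harvest can account for both genes.

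**Figure D3:**
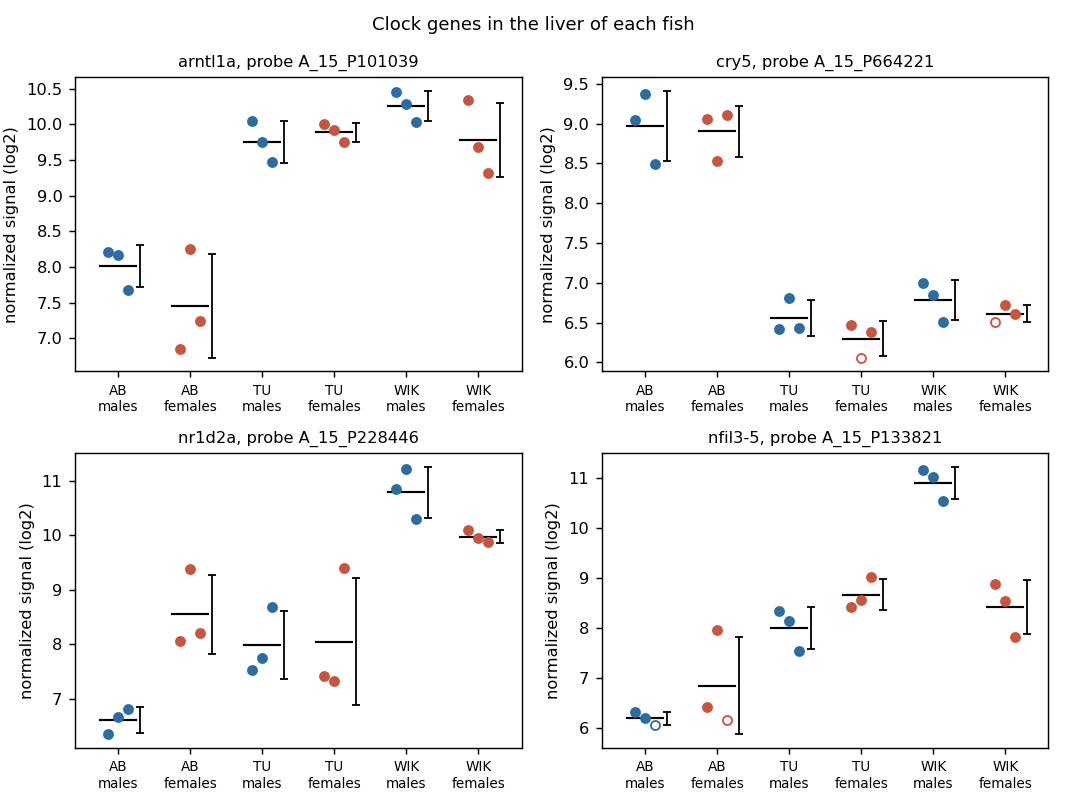
Normalized log2 signal of *arntl1a*, *cry5*, *nr1d2a* and *nfil3-5* in each fish, by strain and sex (blue, males; red, females). Points are fish, open where the probe was not well above background; lines are means and bars SDs (n = 3). Every AB fish is below every TU and WIK fish of its sex for *arntl1a* and above them for *cry5*.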

What is fascinating, though, are the other genes affected by circadian rhythms that differed in the WIK strain only. *Bhlhe40* had lower expression in WIK and *nfil3-5*, *nfil3-6*, and *nr1d2a* had higher expression in WIK. 

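In males, WIK differed from the mean of AB and TU by 3.79 on the log2 scale for *nfil3-5* (standard error 0.20, adjusted p = 0.00037 from limma's F test with Benjamini-Hochberg adjustment), with 10.90 ± 0.32 (SD, n = 3) in WIK, 8.01 ± 0.42 in TU and 6.20 ± 0.14 in AB, where 2 of 3 arrays were well above background. The difference was 3.49 for *nr1d2a* (standard error 0.30, adjusted p = 0.00285 in limma), with 10.78 ± 0.47 in WIK, 7.98 ± 0.62 in TU and 6.60 ± 0.24 in AB. For *nfil3-6* it was 2.08 (standard error 0.30, adjusted p = 0.0161 in limma), and 0.0725 without WIK male 2. TU lay between AB and WIK for these 3 genes, and AB differed from TU by -1.81 for *nfil3-5* and -1.38 for *nr1d2a*. The probe of *bhlhe40* in the paper's list was lower in WIK by -1.35 (standard error 0.33) and was not called (adjusted p = 0.106 in limma). Its brighter probe was 9.32 ± 0.70 in WIK males, 11.88 ± 0.60 in AB and 11.85 ± 0.38 in TU (adjusted p = 0.0201 in limma).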

If expression of these genes were solely driven by circadian rhythms, then we would expect to see similar patterns between TU and WIK. Because this relationship is lacking, we hypothesize that there are other genetic factors that regulate the expression of these genes that differ between strains. This is interesting because experimental design accounts for the differences in males, but females seem to be less sensitive, suggesting that males are more sensitive to circadian perturbation than females. This is not unfounded as sex-specific phenotypes related to circadian rhythm have been observed in several animals, including behavioral traits in Drosophila^27^ and liver metabolism in mice^28^. 

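In females the corresponding differences of WIK from the mean of AB and TU were 0.66 for *nfil3-5* (adjusted p = 0.102 from limma's F test with Benjamini-Hochberg adjustment), 1.68 for *nr1d2a* (adjusted p = 0.169), 0.56 for *nfil3-6* (adjusted p = 0.505) and -0.52 for *bhlhe40* (adjusted p = 0.0624). These p-values test any difference among the strains, and not that of WIK alone. The difference between the sexes was tested as an interaction in 1 limma fit of 18 arrays. It was past the threshold for *nfil3-5*, by 3.14 on the log2 scale (standard error 0.49, adjusted p = 0.0229 over all probes). It was not for *nr1d2a* (1.81, adjusted p = 0.443), *nfil3-6* (1.53, adjusted p = 0.389) or *bhlhe40* (-0.83, adjusted p = 0.676) in the same limma fit. For AB against the other strains, 3 genes of the clock list differed between the sexes when adjusted over the list alone and 0 when adjusted over all probes, namely *bhlhe41* (-1.17), *nr1d2a* (-2.32) and *dbpa* (1.01). The difference of AB was larger in males than in females in absolute size at 24 of the 35 genes. From the clock genes called in each sex, the paper proposes that males are more sensitive to circadian perturbation than females.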

Most circadian oscillations in gene expression are not conserved across tissues and there are transcriptional “rush hours” prior to dawn and dusk^25^. Our samples were collected starting at 4 hours after dawn and ended 3 hours prior to dusk, which avoids the transcriptional rush hour and minimizes the maximal effects of circadian-driven transcription. Nonetheless, this is a reminder that time of day is a factor that should be considered in zebrafish study design, but that it is not the dominant driver of overall gene expression.

### Functional implications of gene expression variation

While this is solely a descriptive study on the standing variation that exists in three strains of zebrafish, there are functional consequences of variable mRNA expression that should be assessed for the continued application of zebrafish as a model system. For example, in this dataset AB males have a greater than expected number of serine-type endopeptidase (GO:0004252) mRNA transcripts: prss59.1, prss59.2, ela2l, try, and cela1. All of these genes have greater than 7-fold lower expression in AB as compared to TU or WIK. 

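In males, *prss59.1* on chromosome 16 (28254193 to 28254252 of danRer7) had a log2 signal of 10.26 ± 0.38 (SD, n = 3) in AB, 15.79 ± 2.03 in TU and 16.12 ± 1.40 in WIK, with an adjusted p of 0.029 from limma's F test with Benjamini-Hochberg adjustment. For *prss59.2* the means were 10.79 ± 0.77, 16.22 ± 1.96 and 16.55 ± 1.13 (adjusted p = 0.027 in limma). Those of *ela2l* were 10.87 ± 0.52, 15.74 ± 1.99 and 16.11 ± 1.44 (adjusted p = 0.0446 in limma). For CELA1 they were 7.61 ± 1.15, 13.95 ± 2.34 and 15.16 ± 2.41 (adjusted p = 0.0473 in limma). The trypsin gene *try*, with 9.56 ± 1.14, 15.40 ± 2.50 and 16.38 ± 1.84, was not past the threshold (adjusted p = 0.0516 in limma). None of the 4 calls held without AB male 1, with adjusted p between 0.0961 and 0.142 in limma.

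**Figure D4:**
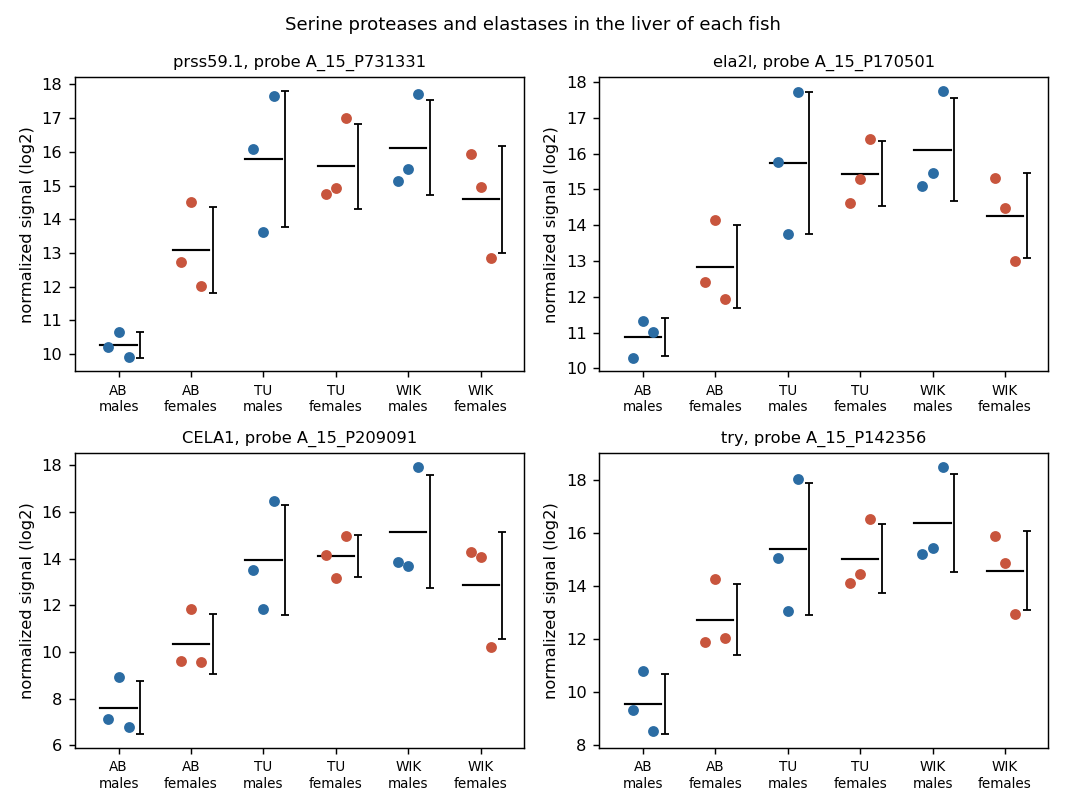
Normalized log2 signal of *prss59.1*, *ela2l*, CELA1 and *try* in each fish, by strain and sex (blue, males; red, females). Points are fish, lines are means and bars SDs (n = 3). AB males lie lowest, and the spread within TU and WIK males reaches an SD of 2.50.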

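The AB males differed from TU and WIK males by -5.52 and -5.86 on the log2 scale for *prss59.1*, -5.43 and -5.76 for *prss59.2*, -4.87 and -5.23 for *ela2l*, -5.84 and -6.82 for *try* and -6.33 and -7.55 for CELA1. In females the differences ran from -3.76 to -1.43, with adjusted p between 0.152 and 0.389 from limma's F test with Benjamini-Hochberg adjustment. These genes are transcribed in the exocrine pancreas, and 19 other genes of an exocrine pancreas list that the paper does not name were lower in AB males too, with a median of -3.96.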

Loss of expression of these genes in AB males may indicate a reduction in their ability to break internal amino acid bonds within polypeptide chains. 

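The gene *nlgn3a* was measured by 2 probes with different results. At A_15_P656731, to which the files give no position, log2 signal was 11.51 ± 0.42 (SD, n = 3) in WIK males and 6.64 ± 0.36 and 6.62 ± 0.25 in AB and TU males, a difference of 4.88 from their mean (standard error 0.23, adjusted p = 0.000237 from limma's F test with Benjamini-Hochberg adjustment). In females it was 11.52 ± 0.33 in WIK, against 6.44 ± 0.25 and 6.49 ± 0.35 with 2 of 3 arrays of AB and of TU well above background (5.05, adjusted p = 0.000183 in limma). At A_15_P760716, on chromosome 14 (18200478 to 18200537 of danRer7), AB males were highest with 12.64 ± 0.28, TU males lowest with 9.61 ± 0.78 and WIK males between with 11.34 ± 0.40 (adjusted p = 0.0142 in limma). Of 3 probes of *cel.2*, A_15_P131656 gave 11.77 ± 2.57 in WIK males and 5.99 ± 0.12 and 6.08 ± 0.11 in AB and TU males, where 1 of 3 arrays each was well above background (adjusted p = 0.0316 in limma, and 0.0793 without AB male 1). At A_15_P141231 signal was highest in AB males, with 10.20 ± 0.61 against 6.85 ± 0.91 in TU and 6.72 ± 1.21 in WIK, where 1 of 3 arrays was well above background (adjusted p = 0.0392 in limma, and 0.104 without WIK male 2). At A_15_P120815 AB males were not well above background, and WIK males were at least 46.0-fold higher (adjusted p = 0.115 in limma). The TU males were all well above background at this probe, with 9.00, 8.24 and 12.16, against 10.11, 10.01 and 14.60 in WIK males.

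**Figure D5:**
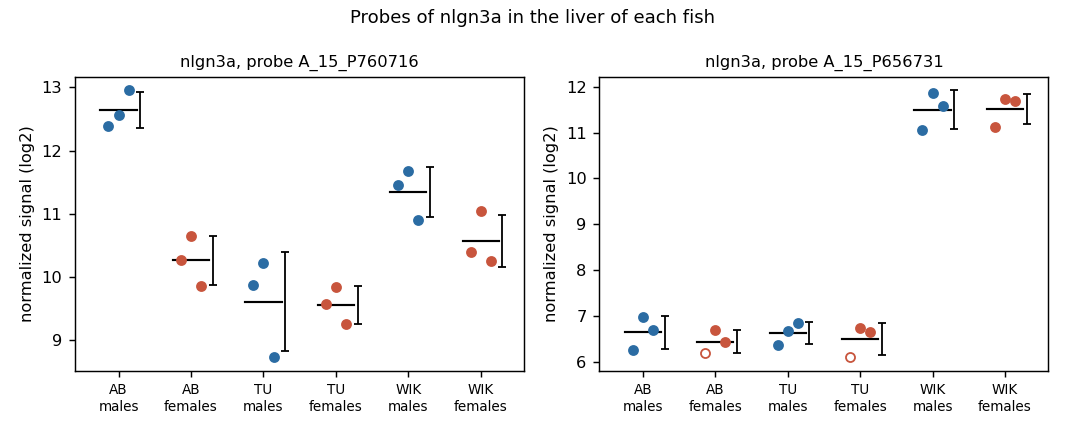
Normalized log2 signal of the *nlgn3a* probes A_15_P656731 and A_15_P760716 in each fish, by strain and sex (blue, males; red, females). Points are fish, open where the probe was not well above background; lines are means and bars SDs (n = 3). WIK is highest at A_15_P656731, with 11.51 in males, while AB males are highest at A_15_P760716, with 12.64.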

As another example, WIK males have greater than 7-fold higher expression of two presynaptic membrane assembly (GO:0097105) mRNA transcripts: nlgn3a and cel.2. Both of these genes are involved in neuron cell-cell adhesion and neurexin family protein binding. Neuroligin genes, such as *nlgn3a*, are important in zebrafish nervous system development^29^. Disruption of the neurexin pathway at synapses leads to autistic-like behavior in mice^30^ and mutation in *nlgn3a* in humans was associated with x-linked Asperger and Autism disorders^31^. Moreover, a zebrafish model for autism spectrum disorder displays behavioral differences between strains^32^. *cel.2* is associated with maturity-onset diabetes of the young, type 8, with exocrine disfunction^33^. Because WIK males exhibit higher expression of these genes, they may be compensating for loss of expression of related genes. A functional follow-up would be to see if neuronal synapses are enriched in WIK males for neurexin receptors or if there are any behavioral or exocrine disruption as compared to AB or TU males.

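The transcript si:dkeyp-73d8.9 was measured by 2 probes on chromosome 2. At the first (32360726 to 32360785 of danRer7), AB males differed from TU males by -5.74 and from WIK males by -6.63 on the log2 scale (adjusted p = 0.0408 from limma's F test with Benjamini-Hochberg adjustment, and 0.114 without WIK male 2). AB females differed by -4.30 and -4.73 (adjusted p = 0.000727 in limma). At the second (32360656 to 32360715) the differences were -6.20 and -6.68 in males (adjusted p = 0.0488, and 0.129 without WIK male 2) and -5.42 and -5.60 in females (adjusted p = 0.00358) in limma.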

As a final example, AB have an 8-fold decrease in si:dkeyp-73d8.9 mRNA expression, an unknown transcript, in both males and females. Protein-protein alignment of the predicted amino acid sequence for si:dkeyp-73d8.9 against NCBI’s non-redundant protein sequence database indicates that this is most likely a cystatin-like protein. Cystatins are inhibitors of cysteine proteinases and play a role in tumorigenesis, kidney function, and modulation of the immune system^34^. 

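At the first probe of si:dkeyp-73d8.9, all 6 AB fish were well above background, with log2 signals of 10.74, 12.02 and 6.43 in males and 9.93, 11.08 and 11.24 in females. The 12 TU and WIK fish lay between 14.87 and 16.81. At the second probe AB male 3, with 6.01, was the one AB fish not well above background.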

If all AB fish lack expression of this gene, then AB may be a better strain to target for development of mutation strains for model diseases involved in the disruption of the cystatin pathway. Continuation of describing and validating variation within zebrafish is paramount to the expansion of the zebrafish model system. This will further elevate the relevance of zebrafish studies to human health through the incorporation of multiple strains to simulate wide population variances, such as seen in human populations.

## Conclusions

Our current understanding of zebrafish as a genetic model is based on the reference genome, which has only included alternate sequence loci as of June 2017^35^. The addition of alternate loci is a pivotal achievement for zebrafish as a model because it allows the interpretation of datasets with wide variance due to underlying structure within the data, such as genetically distinct sub-groups or populations. This study goes one step further by describing baseline mRNA expression differences between zebrafish strains as a physiological interpretation of established genetic differences between zebrafish strains. We found major differences between strains and sexes including lipid transport and circadian rhythms. In the absence of a practical understanding of intra-population baseline variation, the downstream interpretation of data becomes skewed, reproducibility becomes increasingly challenging, and the application of study results become more abstract. Thus, this study serves as a foundational comparison of the strain-specific variation in mRNA expression in zebrafish and should be used to inform future study designs.

## Methods

### Animal care and husbandry

All zebrafish husbandry and experimental procedures were performed following protocols approved by Portland State University’s Institution Animal Care and Use Committee in accordance with the National Institutes of Health Guidelines for Care and Use of Laboratory Animals and the Public Health Service Policy on Humane Care and Use of Laboratory Animals. Zebrafish are housed on an Aquaneering semi-recirculating housing system at a density of 5 individuals per liter with 10% daily water changes. Water temperature is maintained at 27.5 °C and fish are kept on a 16 hour light, 8 hour dark photoperiod. pH and conductivity are maintained at approximately 7.4 and 1100 µS, respectively. Zebrafish are fed commercial flake food twice daily and supplemented with artemia and rotifer live food. AB, TU, and WIK strains are maintained in-house by random single pair breeding. Larvae are screened for developmental abnormalities and 10 individuals from 25 pairs are randomly selected for the succeeding generation. The fish used in this study were second generation adults originally sourced from ZIRC (Eugene, OR) as batches of 100 embryos. All tissues were collected from healthy adults between 12 and 14 months old. 

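The sample labels give the age of the fish as 12 to 18 months, and the paper 12 to 14 months. Age was not used as a term in any fit.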

At the time of dissection males weighed 331.7 ± 100.4 mg (mean ± SD) and females weighed 346.6 ± 90.7 mg. Male liver weights ranged from 0.002–0.021% of whole body weight and female liver weights ranged from 0.003–0.028% of whole body weight.

### Nucleic Acid Isolation

White muscle and liver tissues were dissected from 3 males and 3 females from AB, TU, and WIK strains (n = 6/strain; n = 18 total) and disrupted with a mortar and pestle prior to homogenization by passing the samples through a nuclease-free syringe and needle in beta-mercaptoethanol lysis buffer. DNA was extracted on Qiagen DNeasy columns (Qiagen, Valenica, CA, USA) and total RNA was extracted on Qiagen RNeasy columns. Nucleic acid concentrations were determined on a Nanodrop Spectrophotometer 2000 (Thermo Scientific, Wilminton, DE, USA). Both DNA and RNA exhibited high 260/280 ratios of 1.92 ± 0.04 and 2.10 ± 0.03, respectively (average ± SD), indicating adequate quality for downstream analysis.

### mRNA expression arrays

Commercially available 4 × 44 K zebrafish mRNA expression arrays, RNA spike-in kit, and Low Input Quick Amp one-color labeling kit (Agilent) were used following manufacturer’s protocols. In brief, cDNA was synthesized from RNA and transcribed into cRNA using Cyanine-3 fluorescent dCTP. Labeled cRNA was purified using a Qiagen RNeasy mini kit per the manufacturer’s protocol and quantified on a NanoDrop spectrophotometer. Samples with total cRNA yields greater than 1.65 µg and specific activity greater than 6 pmol Cy3/µg were fragmented, hybridized to array slides at 65 °C for 17 hours, washed briefly, and scanned on an Agilent SureScan array scanner using grid file 026437_D_F_20140627 and scan protcol AgilentHD_GX_1Color. Data were extracted from raw TIFF files using FeatureExtraction software (Agilent) and spot brightness values were loaded into R. Raw microarray data files and derived expression values are archived at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE100583.

### Data normalization, analysis, and annotation

Data were cleaned by subtracting background fluorescence, normalizing across arrays, and averaging duplicate probes within the limma package^36^. 

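The deposited log2 table has 28461 entries, 1 for each of the 28404 accessions and the rest control probes. Within each dataset, differences between its group means matched the log fold changes of the paper's Supplementary Datasets 1, 2, 4 and 5 to within 0.00756 for every listed probe, so that the table holds the values behind those lists. Of the accessions, 9834 have more than 1 probe on the array, and these were averaged in the table. With the scanner values normalized as for the counts by strain and sex and averaged by accession in the same way, 163 accessions were called in AB, 90 in WIK, 282 in males and 307 in females.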

Principle component analysis illustrated a clear separation between male and female samples, so all downstream analysis was performed with male and female datasets separated. Within limma, empirical Bayes fitting of a linear model and pairwise contrasts were applied to AB, TU, and WIK strains separately to test for differences between males and females per strain. These results will be referred to as “sex differences”. Similarly, a linear model and pairwise contrasts were applied to males and females separately to test for differences between AB, TU, and WIK per sex. These results will be referred to as “strain differences”. Pairwise comparison values for fold change (log^−2^), average expression (log^−10^), p-value, and q-value were averaged for each strain and centered on zero to facilitate data interpretation. Significant probes were defined as ≥2-fold change in expression and Benjamini-Hochberg^37^ adjusted p-value ≤ 0.05 (q-value). 

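Every probe of Supplementary Datasets 1 to 5 has an absolute log2 fold change above 2.00, which is a 4-fold change, and an adjusted p of at most 0.05. The supplement's descriptions call these p-values Bonferroni-corrected, while the paper's Methods name Benjamini-Hochberg. On the authors' deposited values, limma with Benjamini-Hochberg adjustment and a 4-fold cutoff called 150 entries in AB, 72 in WIK, 292 in males and 220 in females. The datasets of these comparisons list 149, 72, 292 and 220 probes.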

Standard Agilent array annotations were applied to the probes and manually verified across NCBI and Ensembl databases. Conflicting annotations were resolved by direct overlap of mapped probes using UCSC’s LiftOver tool as needed. Heatmaps were produced using the gplots heatmap.2 tool in R. Ordering of genes within heatmaps was performed using Euclidean distances and complete h clustering without scaling.

### Gene ontology analysis

Gene ontology analysis was performed using the Panther Classification Tool^38^ developed and maintained by the Gene Ontology Consortium. Ensembl and NCBI’s ENTREZ gene ID annotations were assessed for statistical over-representation in the *Danio rerio* database (ZFIN last updated 04/2015) using default settings. GO complete annotations (database released 4/24/2017) for cellular component, biological process, and molecular function were assessed with Bonferroni^39^ correction for multiple testing. Genes were considered over-represented at q-value ≤ 0.05 and results are presented as fold enrichment over the *Danio rerio* reference database.

### Ethics approval and consent to participate

All zebrafish husbandry and experimental procedures were performed following protocols approved by Portland State University’s Institution Animal Care and Use Committee in accordance with the National Institutes of Health Guidelines for Care and Use of Laboratory Animals and the Public Health Service Policy on Humane Care and Use of Laboratory Animals.

### Availability of data and material

The datasets generated and analyzed during the current study are available in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE100583.

## Electronic supplementary material

Supplementary dataset descriptions

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

# Supplementary material for: Baseline mRNA expression differs widely between common laboratory strains of zebrafish
**Source:** Sci Rep. 2018 Mar 19;8:4780. doi: 10.1038/s41598-018-23129-4
**Supplement:** Supplementary file 1 — Supplementary dataset descriptions

**Title**

Baseline mRNA expression differs widely between common laboratory strains of zebrafish

**Authors**

Lindsay A. Holden and Kim H. Brown\*

Lindsay A. Holden

Portland State University

Department of Biology

1719 SW 10th Avenue

Portland, OR 97201

Kim H. Brown

Portland State University

Department of Biology

1719 SW 10th Avenue

Portland, OR 97201

## **Supplementary Datasets**

### *SupplementaryDataset1.xls*

Differentially expressed mRNA transcripts between males and females in AB. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. Entrez gene ID, Ensembl ID, gene symbol, and gene name were manually confirmed and harmonized. Gene symbols and names highlighted in pink are differentially expressed in females. Gene symbols and names highlighted in blue are differentially expressed in males.

### *SupplementaryDataset2.xls*

Differentially expressed mRNA transcripts between males and females in WIK. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. Entrez gene ID, Ensembl ID, gene symbol, and gene name were manually confirmed and harmonized. Gene symbols and names highlighted in pink are differentially expressed in females. Gene symbols and names highlighted in blue are differentially expressed in males.

### *SupplementaryDataset3.xls*

Differentially expressed mRNA transcripts between sexes regardless of strain. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. Entrez gene ID, Ensembl ID, gene symbol, and gene name were manually confirmed and harmonized. Gene symbols and names

highlighted in pink are differentially expressed in females. Gene symbols and names highlighted in blue are differentially expressed in males. Log fold change, average expression, p-values, and Bonferroni-corrected p-values are averaged between AB and WIK differential expression datasets (SupplementaryDataset1 and SupplementaryDataset2).

#### SupplementaryDataset4.xls

Differentially expressed mRNA transcripts between AB, TU, and WIK in males. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. This file also includes calculated log fold change values for each strain individually by taking the average of the relative log fold change:  $(AB.TU-AB.WIK)/2 = AB_{calc}$ . 

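For each probe the strain-specific value is the mean of a strain's pairwise log fold changes against the other strains, with the sign turned so that positive means higher in that strain. Subtracting the value of the middle strain sets that strain to 0 and leaves 1 strain above and 1 below it. A centred value is thus a log2 value larger in size than the difference between the means of that strain and the middle strain, and not a fold change on the linear scale.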

Calculated strain-specific log fold change values were then centered on zero for each probe ( $AB_{center}$ ). Entrez gene ID, Ensembl ID, gene symbol, and gene name were manually confirmed and harmonized. Several probes annotate to deprecated gene IDs; the few that fall into this category are retained in the file, but identified by strike-through.

#### SupplementaryDataset5.xls

Differentially expressed mRNA transcripts between AB, TU, and WIK in females. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. This file also includes calculated log fold change values for each strain individually by taking the average of the relative log fold change:  $(AB.TU-AB.WIK)/2 = AB_{calc}$ . Calculated strain-specific log fold change values were then centered on zero for each probe ( $AB_{center}$ ). Entrez gene ID, Ensembl ID, gene symbol, and

gene name were manually confirmed and harmonized. Several probes annotate to deprecated gene IDs; the few that fall into this category are retained in the file, but identified by strike-through.

#### *SupplementaryDataset6.xls*

Differentially expressed mRNA transcripts between strains regardless of sex. File includes probe name, log fold change, average expression, p-value, Bonferroni-corrected p-value, and genomic coordinates (danRer7/Zv9) as reported by Agilent Feature Extract and annotation files. Log fold change, average expression, p-values, and Bonferroni-corrected p-values are averaged between male and female differential expression datasets (SupplementaryDataset4 and AdditionalFile5). This file also includes calculated log fold change values for each strain individually by taking the average of the relative log fold change:  $(AB.TU - AB.WIK) / 2 = AB_{calc}$ . Calculated strain-specific log fold change values were then centered on zero for each probe ( $AB_{center}$ ). Entrez gene ID, Ensembl ID, gene symbol, and gene name were manually confirmed and harmonized. Several probes annotate to deprecated gene IDs; the few that fall into this category are retained in the file, but identified by strike-through.

#### *SupplementaryDataset7.xls*

Differentially expressed mRNA transcripts that have corresponding evidence of circadian regulation in 4 mouse liver microarray experiments from the Circadian Expression Profiles Data Base (circaDB, <http://circadb.hogeneschlab.org/>). File includes a tab for each supplemental dataset (sd1-6) that contains Probeset\_ID, Symbol, JTKP, JTKQ, JTKperiod, JTKphase, and Tissue columns. Probeset ID = unique to each microarray expression platform. Symbol = gene symbol. JTKP = JTK\_CYCLE p-value. JTKQ = JTK\_CYCLE q-value. JTKperiod = period of circadian oscillation, in hours. JTKphase = phase of circadian

oscillation, in hours. Tissue = original dataset where mogene\_liver = Mouse 1.OST Liver (Affymetrix), liver = Mouse Liver 48 hour Hughes 2009 (Affymetrix), panda\_liver = Mouse Liver Panda 2002 (Affymetrix), and WT\_liver = Mouse Wild Type Liver (GNF microarray). “Merge” tab combines all circadian-driven genes from sd1-6 tabs with duplicates removed. “Unique” tab lists the gene symbol for the 82 genes described in this dataset.

How the deposited data were processed for this re-analysis (not part of the article)

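Liver RNA of 18 adult zebrafish was measured on one-colour Agilent arrays, with 3 fish of each sex from each of the AB, TU and WIK strains. Samples were mapped to strain, sex and replicate by their labels, which match the groups of the paper. The labels give an age of 12 to 18 months and the paper gives 12 to 14 months for the same fish.

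For each array the authors deposited the scanner's Feature Extraction output, which gives the linear intensity of each spot and of its local background without normalization between arrays. They also deposited a table of log2 values with 28461 entries, which they had background-corrected, normalized and reduced to 1 value per accession. Per array, these log2 values of the authors correlated at 0.9923 to 0.998 over 28404 accessions with the scanner values processed here and averaged by accession. The deposited log2 table was used only as an alternative.

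The plan for the main setting, written with the list of alternatives and the rule for named genes before the data were examined, called for the mean spot signal. The files hold the median spot signal and the median background signal, so those columns were used. Background was corrected on all spots with normexp in limma 3.58.1 (R 4.3.3) with an offset of 50. The 18 arrays were then quantile-normalized, spots that the scanner's software marked as outliers were left out, the 1417 control spots were removed and spots of a probe were averaged, which gave 43603 probes. All values were on the log2 scale. No columns of per-sample values were without a sample. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

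The RefSeq gene table used for names belongs to the assembly GRCz12tu, and its coordinates were not used. Names were found for 26266 probes (60.2%), of which 26043 came through that table by accession and the rest from the paper's datasets. Other probes are given by their accession or probe identifier. Coordinates are those that the array files give on danRer7. No genome sequence was used here, so the match of each probe to each strain was not analysed here.

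Median spot signal per array was 36 to 70.5 against a median background of 22 to 32, and the share of spots well above background ran from 44.9% to 67.3%. Dim probes therefore carry little information, and a fold change against a group with no array well above background is given as a bound. Correlations between arrays over all probes ran from 0.840 to 0.992. With 3 arrays per group the number of arrays limits the precision.

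Males and females were compared in a separate limma fit for each strain, and strains in a separate fit for each sex with an F test over the pairwise contrasts. Adjusted p-values are Benjamini-Hochberg values over all probes. A probe was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 2, in the F tests for at least 1 contrast. Whether an effect differed between strains or sexes was tested as an interaction in 1 fit of all 18 arrays with a group for each strain and sex. Principal components were computed on 43487 probes with a value on every array, each scaled to unit variance, and group separation was tested by exact permutation. The fits were tested on simulated data with 200 changed probes among 43487. They recovered 91.0% of the changed probes for the sex difference in AB, 83.0% in TU and 94.5% in WIK, 92.5% for strains in males, 95.5% for strains in females and 94.5% for the interaction of AB with TU. False calls numbered 0, 1, 2, 3, 3 and 9 in the same order. The changed probes were drawn at random, every simulated change lay above the fold cutoff, and the noise was independent between probes and fish. At the probes with sex differences shared by AB and WIK, the root mean square SD within sexes of TU was 2.66. The recovered shares are thus no measure of the power for real sex differences in TU.

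The genes named in the text are every gene that the paper names, at the probes of its Supplementary Datasets or at all probes of that symbol. They also include, for each comparison between the sexes, the 3 called probes with the largest change in each direction whose groups did not overlap, and for each F test the 3 with the smallest p. From each marker list up to 3 probes with the highest mean signal were included. The interaction genes named in the closing section were chosen after their values were seen.

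Lists of marker genes for clock genes, exocrine pancreas, intestine, ovary, testis, skeletal muscle, erythrocytes, leukocytes and hepatocytes were fixed together with the plan. They were tested with camera, at a preset correlation of 0.01 between genes, and with fry, which estimates the correlation. A gene was used where its brightest probe was well above background on at least 3 arrays.

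Each male and female of 1 strain with the same replicate number lay on 1 slide and in 1 scan, as the array files show. The 18 arrays lay on 6 slides and were scanned on 4 days. For the sex comparisons the deviations of same-numbered fish from their group means correlated above 0.1 in 3 of 3 pairs of WIK (0.118 to 0.199), in 1 of 3 pairs of AB (-0.067 to 0.250) and in 1 of 3 pairs of TU (-0.024 to 0.374). Among strains this held for 8 of 9 pairs of females and 4 of 9 pairs of males. The replicate number was fitted as a block as an alternative.

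The alternatives were normexp offsets of 0 and 16, plain background subtraction (which left 27952 probes), the scanner's processed signal scaled to the 75th percentile, median scaling, quantile normalization within the arrays of a fit and the authors' deposited values. Others were a filter to 30983 probes well above background on at least 3 arrays, averaging by accession, a trended prior in eBayes, 1 fit of 18 arrays, pairwise tests, blocks for slide, scan day and replicate number, a 2-fold cutoff, no fold cutoff, and each fish left out in turn. Cyclic loess, the slide as a random block in the strain comparisons and leaving out each fish for the pancreas list were added after the data were seen. The gene ontology analyses of the paper were not repeated here.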

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

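Of the tests in this part, those of time of collection and of exchanged residuals were chosen only after the result was seen.

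The size of the sex difference itself differed between strains, tested as an interaction in 1 limma fit of all 18 arrays with Benjamini-Hochberg adjustment. At an adjusted p of at most 0.05 this held for 171 probes between AB and TU (57 of them at least 4-fold, 4452 at an unadjusted p under 0.05), for 212 between AB and WIK (67 at least 4-fold, 4301 unadjusted) and for 34 between TU and WIK (22 at least 4-fold, 2882 unadjusted). The paper compares lists of called genes between strains and does not report this test. The smallest adjusted p between AB and TU belonged to *hid1b*, with a difference of -2.83 (standard error 0.21, adjusted p = 0.000153), and between AB and WIK to *hoxc1a* and *ero1a*, with -1.59 and -1.66 (standard errors 0.12, adjusted p = 6.96e-05 for both). Between TU and WIK, *hoxc1a* differed by -1.57 (standard error 0.12, adjusted p = 8.08e-05) and *prkcbb* by 3.71 (standard error 0.28, adjusted p = 8.08e-05) in the same limma fit. These genes were chosen after their values were seen.

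Other assignments of the strain labels within each sex gave as many calls in 2 of 100 draws, the real one included, with up to 1585 against 417. These draws also remove the strain effects common to both sexes, so that they decide nothing about the interaction. With the effects of sex and strain kept, and the residuals of the additive fit exchanged between fish of 1 sex, only the real one of 100 arrangements gave as many calls (1 of 100), with at most 13 in the others, so that chance can be excluded for the 3 counts together. One TU female that lies with the males is not needed for the counts, which were 371, 305 and 96 without TU female 3. They depended on single fish. The count between AB and TU was 1235 without TU male 2, 63 without TU male 3, 110 without TU male 1, 100 and 99 without TU females 1 and 2, 92 and 86 without AB females 1 and 2, and 87 and 91 without WIK males 1 and 2. Between AB and WIK it was 120 and 106 without AB females 1 and 2, 97 and 82 without WIK males 1 and 2, and 133 without WIK female 2. Between TU and WIK it was 896 without TU male 2, 21 without TU male 3, 18 without TU female 1, 18, 17 and 127 without WIK males 1, 2 and 3, and 52 without WIK female 3. With the slide as a block the counts were 96, 134 and 23, and on the authors' deposited values 196, 85 and 12. Slides could account for part of the calls by the values of 96 and 134, but the slide block also takes residual degrees of freedom, and the genes left under it were not compared with the others. A difference of regulation between strains and sexes, which the design names, stays open and was not tested apart from these.

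In the clock list, the difference of AB from the mean of TU and WIK differed between the sexes for 3 of 35 genes when adjusted over the list alone. The interaction, males minus females, was -1.17 for *bhlhe41* (standard error 0.27, adjusted p over the list 0.0267), -2.32 for *nr1d2a* (standard error 0.62, adjusted p over the list 0.0391) and 1.01 for *dbpa* (standard error 0.29, adjusted p over the list 0.0433) in limma with Benjamini-Hochberg adjustment. Adjusted over all probes the p-values were 0.0738, 0.121 and 0.154. For *bhlhe41* the difference was larger in females (3.23 against 2.06), and for *nr1d2a* (-0.46 against -2.78) and *dbpa* (0.66 against 1.67) it was larger in males. AB livers were collected in the morning and the others in the afternoon. The list lay at the 97.38 percentile of random lists in males and the 95.46 percentile in females for the lower of its differences of AB from TU and from WIK, with the 51 and 86.28 percentile for TU against WIK, so that time of collection may account for clock differences in both sexes. Strain and time are confounded, and whether the order of collection differed between the sexes was not tested. The list also holds 7 genes that the paper named on these fish.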

How the results depend on the processing

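Cyclic loess, the slide as a random block and the pancreas list without single fish were chosen only after the result was seen.

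The main setting called 346 probes between the sexes in AB (125 higher in males), 0 in TU (1800 at an unadjusted p under 0.05), 225 in WIK (69 higher in males) and 115 in both AB and WIK (13 higher in males), and between strains 546 in males, 606 in females and 181 in both, by limma with Benjamini-Hochberg adjustment. For TU the count was 0 under each scaling, background correction, filter, block and cutoff run, and 8 in 1 fit of 18 arrays (3 higher in males). Counts of the other comparisons moved by over 1.5 times under the settings below, and for these the cause was not tested unless it is given.

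Less background offset gave more calls. With an offset of 0 there were 751 in AB, 365 in WIK and 180 shared, and 1490 in males, 1508 in females and 576 shared. With an offset of 16 there were 520 in AB, 920 in males, 987 in females and 315 shared between these. Plain subtraction gave 774 in AB, 1637 in males, 1524 in females and 549 shared. The scanner's processed signal gave 833 in AB, of which 425 were higher in males, and 2446 in males, 1898 in females and 718 shared. Median scaling gave 60 in WIK, of which 6 were higher in males, 49 shared by AB and WIK, 296 in males, 265 in females and 45 shared, and in AB 269, of which 124 were higher in males. The authors' deposited values gave 150 in AB, 72 in WIK and 40 shared, and 292, 220 and 62 between strains. Averaging by accession gave 163, 90 and 42, and 282, 307 and 94. These tables hold 1 value per accession, and the main calls belong to 222 accessions in AB and 146 in WIK, so that part of the drop comes from fewer entries.

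A lower cutoff adds calls by its construction. At 2-fold there were 908 in AB, 607 in WIK and 201 shared, and 1598, 2064 and 592 between strains. With no fold cutoff there were 1236, 917 and 235, and 2637, 3110 and 923. One fit of 18 arrays gave 273 shared strain differences. Within 1.5 times of the main counts were those with the filter on dim probes, quantile normalization within a fit, a trended prior, cyclic loess, the slide as a random block and pairwise tests. The filter gave 405 in AB, 256 in WIK, 642 in males and 675 in females. Signal over background limits what can be called, since 44.9% to 67.3% of spots per array were well above background.

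With the replicate number as a block, which in the sex comparisons is the same as the slide as a block, 144 probes were called in AB (37 higher in males, 130 of them called without the block), 112 in WIK (32 higher in males, 107 called without it) and 44 in both (1 higher in males). Deviations of fish with the same number correlated over 0.1 in 1 of 3 pairs in AB (-0.0665 to 0.2498), 1 of 3 in TU (-0.0237 to 0.374) and 3 of 3 in WIK (0.118 to 0.199), and in 4 of 9 pairs of males and 8 of 9 of females. Between strains the replicate block gave 433 in males, 638 in females and 143 in both. It changed the calls of *prss59.2* (A_15_P130321) and CELA1 (A_15_P209091) in males, whose adjusted p in limma with Benjamini-Hochberg adjustment rose to 0.0572 and 0.0669. Over the genes named, 108 values kept their side of the threshold under the replicate block, 20 no longer passed it and 2 passed it newly. The slide as a block left 1 residual degree of freedom between strains, and 0 probes were called in males, in females and in both, against 573, 639 and 194 with the slide as a random block. With scan day as a block there were 313 in males and 96 in both.

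Without 1 fish the counts ran from 112 to 416 in AB (lowest without AB female 2, 198 without male 1, 182 without female 1 and 185 without female 3), from 0 to 155 in TU (highest without TU female 3, 7 without male 2) and from 64 to 326 in WIK (lowest without WIK male 2, 71 without male 1). For both AB and WIK they ran from 44 to 128, with 44 and 47 without WIK males 2 and 1, 74 and 73 without WIK females 1 and 3, 69 without AB male 1, and 54 and 68 without AB females 2 and 3. Strain differences ran from 250 to 1180 in males (1180 without TU male 2, 250 and 266 without WIK males 2 and 1), from 400 to 827 in females (400 without AB female 2) and from 98 to 209 in both (98 and 104 without WIK males 2 and 1). A group left with 2 fish has fewer degrees of freedom.

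The share of called probes at which AB was farthest was 43.04% in males, 60.73% in females and 50.83% in both, and on the authors' values 42.47%, 70.45% and 58.06%. Without 1 fish it ran from 25.93% (without TU male 2) to 49.52% in males (AB was behind another strain without TU male 2, AB male 3 or WIK male 3), from 53.93% to 67.94% in females and from 42.19% to 51.78% in both. Increases made up 54.51% in males, 59.76% in females and 47.8% in both, and 55.62% in females where each centred value of at least 1 was counted. Without 1 fish they ran from 51.47% to 69.75% (without TU male 2) in males, from 58.88% to 63.23% in females and from 42.31% to 51.67% in both.

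The first 2 components held 29.3% of the variance, and 49.2% without unit variance. The sexes lay apart on them by 1.55, and by 0.861 on the authors' values, where the permutation test no longer passed (p = 0.127, two-sided). AB lay apart by 1.95, and by 1.33 to 1.97 under the alternatives. The median SD within sexes of TU exceeded the mean of AB and WIK by 0.0103, by 0.0317 over probes well above background, 0.0428 on the authors' values and 0.236 on the scanner's processed signal. It was lower than that mean without TU female 1 (-0.00506), TU female 2 (-0.00793) or TU female 3 (-0.00833), and without 1 TU fish ran from -0.00833 to 0.0155. The medians of AB and WIK also moved without 1 of their own fish, to 0.1382 to 0.1585 and 0.1337 to 0.1666. The cause of these changes was not tested.

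The interaction of sex and strain was called for 171 probes between AB and TU, 212 between AB and WIK and 34 between TU and WIK. With the slide as a block it was called for 96 and 134 in the first 2, and on the authors' values for 85 and 12 in the last 2. Without 1 fish the counts ran from 63 (without TU male 3) to 1235 (without TU male 2), from 82 (without WIK male 2) to 305, and from 17 (without WIK male 2) to 896 (without TU male 2). Clock genes called over the list alone numbered 17 in males and 10 in females, 7 and 4 with the slide as a block, 12 to 18 and 7 to 10 without 1 fish. The median of the exocrine pancreas list in AB males was -4.51, from -5.20 to -3.96 under the alternatives and from -5.06 to -3.67 without 1 fish. In AB females it was -2.07, from -2.60 to -2.03 and from -2.83 to -1.765.

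On the scanner's processed signal the median of all probes moved by over 0.1, to -0.37 for the sex difference in TU and -0.30 in WIK, to 0.39, -0.16 and -0.41 in males and -0.30, -0.60 and -0.28 in females for AB minus TU, AB minus WIK and TU minus WIK. The median of the hepatocyte list, sex difference in TU, was 0.88 and became -0.204 there, against a median of all probes of -0.374. Of nlgn3a (A_15_P760716), males, the difference was 0.22 and became -0.23 with the slide as a block and -0.0025 without TU male 3, the other single fish left out giving up to 0.438 (without WIK male 3), and the cause was not tested. No other value of a named gene changed its direction in a call. Under median scaling 98 values of named genes kept their side of the threshold and 32 no longer passed it. With the slide as a block these were 71 and 58, and without 1 fish 803 and 147, with 21 newly past it. On the authors' values 123 kept their side, 3 no longer passed it and 4 passed it newly.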

Differences from the paper's values

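Cyclic loess and the slide as a random block are the alternatives chosen only after the values were seen.

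For probes called between the sexes in AB the paper gives 149 against 346 here, with 62 (the paper's) against 125 higher in males and 87 (the paper's) against 221 higher in females. Of the 15 alternatives set before the data were examined, the authors' deposited values and averaging by accession came within 1.5 times of all 3, the slide block and the replicate block of the total and of those higher in females, and the others of none. In WIK the paper gives 72 against 225 here, with 23 (the paper's) against 69 higher in males and 49 (the paper's) against 156 higher in females. Of the same 15, the authors' values and averaging by accession came within 1.5 times of all 3, median scaling of the total and of those higher in females, the slide and replicate blocks of those higher in males, and the others of none. For both strains the paper gives 40 against 115 here, with 6 (the paper's) against 13 higher in males and 34 (the paper's) against 102 higher in females. Here the authors' values and averaging by accession again closed all 3, median scaling and the slide and replicate blocks closed the total and those higher in females, and the others closed none. Of the paper's accessions, 142 of 149 in AB, 71 of 72 in WIK and 39 of 40 in both were among those called here. Leaving out single fish also came within 1.5 times. For the totals these were AB male 1 and each AB female in AB, WIK males 1 and 2 in WIK, and AB female 2 and WIK males 1 and 2 in both. For those higher in males they were AB males 1 and 2 and AB females 1 and 3 in AB, and in both these 4 with WIK males 1 and 2 and WIK female 3. For those higher in females they were AB male 1 and AB female 2 in AB, WIK males 1 and 2 in WIK, and AB female 2 and WIK males 1 and 2 in both.

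Between strains the paper gives 292 in males, 220 in females and 63 in both, against 546, 606 and 181 here. Of 17 alternatives set before the data were examined, median scaling, the authors' values and averaging by accession came within 1.5 times of all 3, the scan day and replicate blocks of the count in males, and the others of none. So did the count in males without AB male 1, TU male 1, WIK male 1 or WIK male 2. Of the paper's accessions, 267 of 292 in males, 211 of 220 in females and 58 of 63 in both were called here.

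Counts of the strain in the middle differed as follows, the paper's first. In males they were 73 against 117 for AB, 117 against 274 for TU and 102 against 155 for WIK. In females they were 15 against 92 for AB, 80 against 261 for TU and 125 against 253 for WIK, and in both sexes 6 against 44 for AB, 29 against 82 for TU and 28 against 55 for WIK. The authors' values, the 1 alternative set before the data were examined that was run here, came within 1.5 times of all 9. So did single fish left out. In males these were AB male 1, WIK male 1 and WIK male 2 for all 3 strains, TU males 1 and 3 for AB and WIK, and AB male 3 and WIK male 3 for WIK. They were AB females 1 and 2 for WIK in females, WIK males 1 and 2 for TU in both sexes, and AB male 1, WIK males 1 and 2 and AB females 1 and 2 for WIK in both sexes.

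Log2 fold changes between the sexes, males minus females, differed by more than their SD for 11 values, given as the paper's against those here. Where an accession has several probes, the paper's value is their average, while the value here is that of the named probe. They were 4.674 against 5.53 in AB and 3.086 against 5.06 in WIK for *hsd17b3* (A_15_P646506), and -4.399 against -6.36 in AB and -3.796 against -4.97 in WIK for *esr1* (A_15_P100370). In WIK they were -9.218 against -8.51 for *vtg2* (A_15_P753881), -9.387 against -8.69 for the *vtg4* homolog (A_15_P235246) and -10.1 against -9.17 for *vtg5* (A_15_P729891). Also in WIK they were 3.133 against at least 4.21 for *slc27a6* (A_15_P207426), which was not well above background in WIK females, 2.409 against 3.01 for *grik1a* (A_15_P422305), 4.552 against 5.07 for *zgc:64106* (A_15_P173471) and 2.779 against 4.60 for *si:dkey-16m19.2* (A_15_P592512). Of the alternatives set before the data were examined, the authors' values closed all of these. Averaging by accession closed *hsd17b3* in AB, *esr1* in AB and WIK and *si:dkey-16m19.2*, quantile normalization within the fit *grik1a*, an offset of 16 *vtg2*, the *vtg4* homolog and *vtg5*, an offset of 0 *vtg5*, and median scaling *esr1* in WIK. The others closed none. Nor did leaving out single fish, apart from WIK male 3 for *vtg5*.

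For strains, 9 log2 fold changes of 1 strain against the mean of the others differed, again with the paper's first. Here too the paper's value is an average over the probes of an accession and the other value that of the named probe. For AB in females they were 2.177 against 2.45 for *cry5* (A_15_P664221) and 2.843 against 3.23 for *bhlhe41* (A_15_P433820). For AB in males they were 1.465 against 1.70 for *slc38a4* (A_15_P746011) and 2.166 against 1.38 for its other probe (A_15_P623726). For WIK in males they were -2.033 against -1.35 for *bhlhe40* (A_15_P180036), 2.415 against 3.49 for *nr1d2a* (A_15_P228446) and 1.735 against 1.94 for *stk35* (A_15_P107103), and for WIK in females 4.656 against 5.05 for *nlgn3a* (A_15_P656731) and -2.102 against -3.10 for *cel.2* (A_15_P141231), as a lower bound on the size, since it was not well above background in WIK females. Of the alternatives set before the data were examined, the authors' values closed all of these. Averaging by accession closed *slc38a4* (A_15_P623726), *bhlhe40*, *nr1d2a* and *stk35*. Quantile normalization within the fit closed *cry5*, *bhlhe41*, *nlgn3a* and *cel.2*, median scaling *cry5*, *bhlhe41*, *bhlhe40*, *stk35* and *cel.2*, and the slide block *cry5*, *bhlhe41* and *slc38a4* (A_15_P623726). The scanner's processed signal closed *slc38a4* (A_15_P746011) and *bhlhe40*, and offsets of 0 and 16, plain subtraction and the scan day block closed *bhlhe40*. The others closed none. Single fish left out closed *cry5* (AB females 1 and 3, TU female 2), *bhlhe41* (WIK female 1), *bhlhe40* (AB male 3), *stk35* (AB male 1, TU males 2 and 3, WIK males 1 and 2), *nlgn3a* (TU female 1, WIK females 2 and 3) and *cel.2* (AB female 2, TU female 2).

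Of 78 entries in the paper's lists for probes of named genes, 72 were called here. The paper's entries are averages over the probes of an accession. A single probe that was not called here is thus an unlike measure and does not by itself contradict the entry. The paper lists *vtg4* (A_15_P622391) as different between the sexes of AB, where its adjusted p here was 0.341, and it was called on the authors' values and averaged by accession. In males the paper lists *slc38a4* (A_15_P623726), with an adjusted p of 0.039 here, and *nedd4l* (A_15_P759666), with 0.0124, both under 4-fold, *fads2* (A_15_P733046), with 0.0103 and a change of which only a lower bound is known, and *try* (A_15_P142356), with 0.0516, and *bhlhe40* (A_15_P180036), with 0.106, by limma with Benjamini-Hochberg adjustment. All 5 were called on the authors' values. *fads2*, *slc38a4* and *nedd4l* were called at 2-fold and with no fold cutoff, and *fads2* and *slc38a4* averaged by accession. *fads2*, *try* and *nedd4l* were called with an offset of 0, plain subtraction and the scanner's processed signal, *try* and *nedd4l* also with an offset of 16 and quantile normalization within the fit, and *bhlhe40* with plain subtraction. *try* was also called with the filter on dim probes, a trended prior, 1 fit of 18 arrays and pairwise tests, and under cyclic loess and the slide as a random block, both chosen after seeing the values. Without AB male 2 *slc38a4* was called, and without TU male 2 or TU male 3 *try* was called.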

Other observations

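Chosen only after the result was seen were the tests of a swapped or a wrong sex label and of missing vitellogenin, of the spread at the probes shared by AB and WIK, of the gut for AB against WIK, of time of collection and of scan batch.

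TU female 3 lay with the males. On the axis from the female mean (0) to the male mean (1) of AB and WIK it stood at 0.899. It stood at 0.940 over the 13 probes higher in males and at 0.818 over the 47 probes with a vitellogenin symbol. A swap of labels between this fish and a TU male is excluded, because the lowest of the 3 TU males on the axis stood at 0.839 and no male lay with the females. A female that lacks vitellogenin transcripts alone is excluded as well by the 13 probes higher in males, where the fish stood at 0.940. The other females stood between -0.222 and 0.084 there. Over the 68 probes without a vitellogenin symbol it stood at 0.92, with the other females between -0.0156 and 0.0454. Some of these 68 may be vitellogenins, since probes of NM_001044897 can lack a symbol. A single wrong sex label or a female whose liver lies with the males over these probes as a set could each give the position of 0.899. These cannot be told apart, because both place the fish with the males on the axis and the gonad lists do not decide. Relative to the males of AB and WIK, the median of the ovary list was -0.0517 in this fish, but also -0.0499 in TU female 1, and that of the testis list was -0.245, against -0.28 to -0.0833 in TU males and -0.217 and -0.164 in the other TU females. The brightest gene of each list lay with the males, *zp3b* at 6.23 (5.90 to 6.25 in males, 7.15 to 10.49 in the other females) and *spag6* at 7.685 (7.32 to 8.89 in males, 5.97 to 6.71 in the other females). Its signal of *esr1* (A_15_P100370) was 9.238, between 6.674 to 6.766 in TU males and 12.03 and 12.33 in the other TU females. This gene was thus not at the level of males, but a single gene does not decide between the explanations. It was also the fish farthest from the other 2 of its group, at a root mean square log2 distance of 0.729, followed by TU male 2 at 0.667 and AB male 3 at 0.618.

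The lack of called sex differences in TU may come from this 1 fish, since 155 probes were called by limma with Benjamini-Hochberg adjustment without TU female 3 and 7 without TU male 2. With all fish it was 0 (1800 at an unadjusted p under 0.05), as it was without each of the other 4 TU fish. At the probes with sex differences shared by AB and WIK, the root mean square SD within sexes of TU was 2.66 and dropped to 1.11 without TU female 3, while it was 2.67 to 3.05 without another TU fish, so that this fish is a candidate explanation of the spread of TU there. The values of 1.00 in AB and 1.14 in WIK are no fair measure for it, since the probes were selected for passing the test in these strains. For the median SD over all probes the same cannot be told, because it was 0.1517 without TU female 3 and also fell to 0.1521 without TU female 2 and 0.155 without TU female 1, and those of AB and WIK fell in most cases with 1 of their own fish left out (0.1382 to 0.1585 and 0.1337 to 0.1666). The root mean square SD of TU over all probes was 0.407 without TU female 3, still above 0.374 in AB and 0.344 in WIK with all their fish. A biological difference between strains in their spread stays open.

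The serine proteases and elastases that were lower in AB males are transcribed in the exocrine pancreas, which in zebrafish lies close to the liver. Of a list of 34 exocrine pancreas genes, 25 were well above background on at least 3 of these arrays, and the paper names 6 of them. Over the 25 genes the median log2 fold change of AB against TU and WIK was -4.51 in males (25 of 25 lower, camera adjusted p = 8.4e-12 over 56 tests) and -2.07 in females (22 of 25 lower, camera adjusted p = 2.93e-08). Neither held under fry (adjusted p = 0.111 in both). Over the 19 genes that the paper does not name the median in males was -3.955, with 19 of 19 lower. Of the 3 brightest genes of the list, *prss1* and *ctrb1* were 11.90 and 11.93 in AB males against 16.44 and 15.48 in TU and 16.81 and 16.00 in WIK males. Within groups, the deviations of the named and the other genes of the list went together over the 18 fish in the 1 relation computed (Pearson's r = 0.953 and Spearman's rho = 0.934, with two-sided p of 0.00063 and 0.00083 from permutation within groups, and r = 0.942 without the 2 farthest fish). Single fish of 1 group stood far apart, from -0.925 in TU male 2 to 3.23 in TU male 3 over the genes not named. A different amount of pancreas in the dissected livers is a candidate explanation of the protease result, by the value of -3.955. Among 84 assignments of the males to AB, 3 gave a list median as large in size as the real one, that one included. Since fry, which estimates the correlation between genes, did not pass (adjusted p = 0.111), chance is not excluded by this share. A difference of pancreatic genes between strains cannot be separated from a different amount of pancreas by these values.

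Tissue of the gut is excluded as the source of the protease difference between AB and WIK males, since intestine genes were higher in AB males by a median of 0.2425 (5 of 21 lower) while pancreas genes differed by -4.819 (25 of 25 lower). Against the mean of TU and WIK the intestine list was lower in AB males (median -1.139, 18 of 21 lower, camera adjusted p = 0.0461, fry adjusted p = 0.64), and against TU by -2.45 (19 of 21 lower), so that gut tissue may have a share in the difference from TU. Of 23 intestine genes, 21 were used. The list was also lower in AB females (-0.97, camera adjusted p = 0.00616), lower in WIK males (-1.72, camera adjusted p = 0.000288) and higher in TU males than TU females (2.32, camera adjusted p = 7.78e-07), none of them past fry. Its brightest gene *apoa4* was 14.58 in AB, 15.50 in TU and 14.36 in WIK males.

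Further marker lists gave the following values, each as a median log2 fold change with Benjamini-Hochberg adjusted p over the 56 tests. Ovary genes (17 of 28 used) were higher in WIK females than in AB and TU females by 1.93 (17 of 17 genes, camera adjusted p = 4.55e-08, fry adjusted p = 0.227), where the median relative to the males of AB and WIK was 4.34 and 2.54 in WIK females 1 and 2 but 0.0781 in WIK female 3, and lower in males than females by -2.22 in WIK (camera adjusted p = 2.39e-07) and -0.53 in TU (camera adjusted p = 0.00144). In AB females they were lower by -1.12 (camera adjusted p = 0.00255). The brightest, *zp3b*, was 9.33 in WIK females and 6.07 in WIK males. Hepatocyte genes (18 of 28 used) were higher in males by 1.03 in AB, 0.88 in TU and 1.13 in WIK (camera adjusted p = 3.28e-08, 1.57e-06 and 7.17e-12), of which the call in WIK held under fry (adjusted p = 0.0409). On the scanner's processed signal none of the 3 was called, with medians of 0.115 in AB (camera adjusted p = 0.18), -0.204 in TU (0.78) and 0.174 in WIK (0.118, fry adjusted p = 0.626). They were lower in AB females than in the other females by -0.39 (camera adjusted p = 0.0174). The brightest, *fabp10a*, lay between 17.78 and 18.14 in all 6 groups.

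Erythrocyte genes (13 of 20 used) were higher in males by 1.88 in AB (camera adjusted p = 3.14e-05) and 0.76 in WIK (camera adjusted p = 0.00116), both with a fry adjusted p of 0.0409. The brightest, *ba1l*, was 16.68 in AB males and 14.62 in AB females. Leukocyte genes (16 of 19 used) were lower in AB males by -0.37 (16 of 16 genes, camera adjusted p = 9.29e-05, fry adjusted p = 0.0409) and in AB females by -0.31 (camera adjusted p = 0.0165, fry adjusted p = 0.221), and *cd74a* was 10.62 in AB, 12.48 in TU and 11.83 in WIK males. On the scanner's processed signal these 3 fry calls had an adjusted p of 0.0757 and the leukocytes of AB females a camera adjusted p of 0.0965. On the authors' values those of the erythrocytes in AB and WIK had a fry adjusted p of 0.051 and 0.079. With the replicate number as a block, none of these 3 fry calls or that of WIK hepatocytes was past 0.05, those of AB erythrocytes, WIK erythrocytes and AB male leukocytes having a fry adjusted p of 0.201 and that of WIK hepatocytes 0.171. Under camera the block added 2 calls, leukocytes between the sexes of WIK (adjusted p = 0.0429) and hepatocytes in AB males (adjusted p = 0.0429). The exocrine pancreas list was also lower in AB males than AB females (-1.32, camera adjusted p = 1.41e-07), the intestine list higher (0.42, camera adjusted p = 0.0108, and 0.214 on the authors' values), and the pancreas list higher in WIK than in the other strains (2.66 in males, camera adjusted p = 1.3e-08, and 0.72 in females, camera adjusted p = 0.00144). Skeletal muscle genes (28 of 43 used, 1 of them named by the paper) and testis genes (8 of 17 used) were called in 0 of 7 comparisons by camera and by fry, at unadjusted fry p of 0.0473 and 0.044 for the testis list in the sexes of WIK and in WIK females. The lowest unadjusted camera p was 0.16 for skeletal muscle and 0.223 for testis. Of *eno3* the signal was 18.08 in AB males and 16.57 in AB females, and of *spag6* 7.83 and 6.06. No gene was in more than 1 list. Mixed tissue was not tested as the cause of these differences.

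The difference of clock genes between AB and the other strains was larger than in most random lists matched on mean signal. It lay at the 97.38 percentile in males and the 95.46 percentile in females for the lower of both contrasts. Of the 35 genes, 7 were named by the paper on these fish, and the percentiles were not computed without them. Time of collection may account for it, and so may strain, with which it is confounded. As many clock genes were called in 1 of 84 assignments in males and 1 of 84 in females, the real one included. The 7 genes named on these fish favour the real assignment, so that this does not fully exclude chance.

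Strain differences may in part come from sequence variants under the probes. Other probes of a called accession changed by a median of 0.495 of the called probe's change in males (260 accessions) and 0.502 in females (283 accessions), against 0.642 for sex differences without vitellogenins (172 accessions; permutation test, two-sided, p = 0.00052 and 0.0011). In males 24.6% of accessions had other probes that changed by under 0.25 of the called probe, in females 25.4%, and for sex differences 15.7%. Among the 64 such accessions in males the strain with the lower signal was AB at 16, TU at 21 and WIK at 27, and among the 72 in females AB at 26, TU at 16 and WIK at 30. A change of transcript forms between strains would also move the probes of an accession apart, and this was not tested.

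The scan batch is excluded as the whole cause of the strain differences, since with the scan day as a block 232 of the 546 probes in males and 446 of the 606 in females were still called, among 313 and 628 calls in all. For the other 314 in males and 160 in females the scan batch cannot be told apart from the loss of degrees of freedom, because the block also fits WIK fish 3 of each sex alone on their scan day. Of 100 assignments of the fish to strains, 1 in males and 1 in females, the real one, gave as many calls, so that chance can be excluded, with at most 92 and 282 in the others. For the sex differences 3 fish against 3 allow 10 splits. The real split was the only 1 of 10 with as many calls in AB and in WIK, which is the smallest share that 10 splits can give, so that chance cannot be excluded by this test. In TU 10 of 10 had as many, because the real split had 0 calls, and the test says nothing there.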
